# Tho2‐mediated escort of Nrd1 regulates the expression of aging‐related genes

**DOI:** 10.1111/acel.14203

**Published:** 2024-05-20

**Authors:** Yan Liu, Jeong‐Min Park, Suji Lim, Ruxin Duan, Do Yoon Lee, Dahee Choi, Dong Kyu Choi, Byung‐Ho Rhie, Soo Young Cho, Hong‐Yeoul Ryu, Seong Hoon Ahn

**Keywords:** aging‐related genes, Nrd1, replicative lifespan, THO complex, transcription

## Abstract

The relationship between aging and RNA biogenesis and trafficking is attracting growing interest, yet the precise mechanisms are unknown. The THO complex is crucial for mRNA cotranscriptional maturation and export. Herein, we report that the THO complex is closely linked to the regulation of lifespan. Deficiencies in Hpr1 and Tho2, components of the THO complex, reduced replicative lifespan (RLS) and are linked to a novel Sir2‐independent RLS control pathway. Although transcript sequestration in *hpr1Δ* or *tho2Δ* mutants was countered by exosome component Rrp6, loss of this failed to mitigate RLS defects in *hpr1Δ*. However, RLS impairment in *hpr1Δ* or *tho2Δ* was counteracted by the additional expression of Nrd1‐specific mutants that interacted with Rrp6. This effect relied on the interaction of Nrd1, a transcriptional regulator of aging‐related genes, including ribosome biogenesis or RNA metabolism genes, with RNA polymerase II. Nrd1 overexpression reduced RLS in a Tho2‐dependent pathway. Intriguingly, *Tho2* deletion mirrored Nrd1 overexpression effects by inducing arbitrary Nrd1 chromatin binding. Furthermore, our genome‐wide ChIP‐seq analysis revealed an increase in the recruitment of Nrd1 to translation‐associated genes, known to be related to aging, upon Tho2 loss. Taken together, these findings underscore the importance of Tho2‐mediated Nrd1 escorting in the regulation of lifespan pathway through transcriptional regulation of aging‐related genes.

**Abbreviations**
CFU: colony forming unit
ChIP: chromatin immunoprecipitation
CID: CTD‐interaction domain
CLS: chronological lifespan
ERCs: extrachromosomal rDNA circles
GO: gene ontology
IGV: integrative genomics viewer
ncRNA: noncoding RNA
ORF: open reading frame
P/Q: proline‐ and glutamine‐rich region
PAR‐CLIP: photoactivatable ribonucleoside‐enhanced crosslinking and immunoprecipitation
RE/RS: arginine‐glutamine and arginine‐serine‐rich region
RLS: replicative lifespan
RRM: RNA recognition motif
SC: synthetic complete
TES: transcript end sites
TSS: transcription start site
UTR: untranslated region
YPD: yeast extract peptone dextrose

## 1 INTRODUCTION

Aging is characterized by the gradual accumulation of molecular, cellular, and organ damage that causes the decline of biological functions and heightened susceptibility to morbidity and mortality (Fontana et al, 2010; Jang et al., 2023; Lai et al., 2019; Whang et al., 2021). The budding yeast *Saccharomyces cerevisiae* is a valuable model in aging studies using replicative lifespan (RLS) and chronological lifespan (CLS) assays (Longo et al., 2012). RLS gauges the lifespan of proliferating cells (e.g., stem cells) by tracking the production of daughter cells from a single virgin mother cell. Conversely, CLS assesses postmitotic cell aging in multicellular organisms by measuring cell survival duration in a nondividing state.

Yeast model‐based aging studies have revealed diverse conserved lifespan regulation pathways and identified an intriguing relationship between aging and nuclear mRNA export (Park et al, & Ryu, 2022). Post‐transcriptional nuclear events are closely coupled with the transcription pathway because of intricate interactions between essential factors such as TREX, TREX‐2, and nuclear pore complexes with various transcription factors and premRNA processing factors (Garcia‐Oliver et al., 2012; Rodriguez‐Navarro, 2009). Disruption of factors involved in nuclear mRNA export causes anomalous nuclear mRNA accumulation, thereby impairing the normal lifespan and vegetative growth and contributing to neurodegenerative disease pathogenesis (Lim et al., 2021, 2022; Park et al., 2022). Moreover, cellular aging disrupts the optimal conditions for efficient mRNA export, ultimately compromising the nuclear permeability barrier (Cho & Hetzer, 2020; Janssens et al., 2015; Rempel et al., 2019).

The mRNA surveillance process ensures correct processing of transcripts within the cell, coupling them to the mRNA export pathway (Choi et al., 2021; Hieronymus et al., 2004). Defects in this process can lead to cellular senescence (Son & Lee, 2017). For example, reduced RNA turnover due to decreased RNA exosome activity or oxidative stress can induce cellular senescence (Mullani et al., 2021). In chronologically aged yeast cells, the expression of *PHO84* is repressed by the corresponding antisense RNA, which is stabilized by the Rrp6 exosome complex responsible for degrading aberrant and nonfunctional RNA molecules (Camblong et al., 2007). Transcription factor Nrd1, which is involved in terminating transcription and processing specific RNAs, facilitates Rrp6 complex recruitment, thereby contributing to the maintaining the quality and quantity of RNA transcripts within the cell (Fox & Mosley, 2016). A direct correlation between Nrd1 and aging is not yet established, but the intricate interplay between Nrd1, Rrp6, and the RNA surveillance pathway may be closely linked to the cellular aging process.

The THO complex is a conserved multisubunit assembly comprising Hpr1, Tho2, Mft1, Thp2, and Tex1 that is intricately connected to other factors such as TREX and TREX‐2, which are essential for mRNA export (Vinciguerra & Stutz, 2004). Functionally, the THO complex serves as a crucial link between the transcriptional and post‐transcriptional stages of gene expression, ensuring the precise orchestration of mRNA metabolism (Strambio‐De‐Castillia et al., 2010). In *Drosophila melanogaster*., THO complex mutations reduce lifespan and stress sensitivity and are alleviated by enhanced c‐Jun N‐terminal kinase signaling for stress tolerance and longevity (Kim et al., 2011). Loss of Hpr1, a THO component, reduces RLS that is accompanied by increased genomic instability but does not increase formation of extrachromosomal rDNA circles (ERCs), a common feature of aged yeast cells (Merker & Klein, 2002). Since *hpr1Δ* cells lack ERC accumulation, which is typically linked to increased genomic instability, Hpr1 may regulate lifespan via a mechanism distinct from previously described lifespan control pathways. The other yeast subunits of the THO complex have not been analyzed from an aging‐related perspective, and knowledge is therefore limited about their direct correlation with aging.

Herein, we unveil that the loss of Hpr1 or Tho2 shortens RLS in yeast cells, independently of the well‐established RLS regulator Sir2. Rrp6 deficiency effectively rescues RLS defects triggered by artificially induced aberrant transcripts but fails to mitigate the lifespan impairment arising from Hpr1 loss. Similarly, the *nrd1‐51* and *nrd1‐102* mutations both alleviate the compromised RLS caused by the manipulation of aberrant transcripts. Notably, the presence of Nrd1 mutants, which contain an intact domain responsible for RNA polymerase II interaction, significantly ameliorate the shortened lifespan in *tho2Δ* cells. Furthermore, the interaction between Nrd1 and its target loci is augmented by the absence of Tho2, and Nrd1 overexpression exerts a negative effect on RLS, suggesting that RLS reduction mediated by Tho2 deficiency is attributed to the heightened chromatin binding of Nrd1. This phenomenon is counterbalanced by competition between normal and aberrant forms of Nrd1. Genome‐wide ChIP‐seq analysis revealed that Nrd1 is primarily recruited to genes associated with translation, and such Nrd1 recruitment is considerably enhanced by the loss of Tho2. In particular, genes associated with aging that encompass translation and RNA metabolism emerged as targets of both Tho2 and Nrd1, implying that genes that exhibit changed expression in *tho2Δ* mutants could be subject to Nrd1‐dependent transcriptional regulation. Collectively, our findings propose a model whereby the Tho2‐mediated guidance of Nrd1 modulates cellular lifespan through transcriptional control of aging‐related genes.

## 2 EXPERIMENTAL PROCEDURES

### 2.1 Yeast strains and plasmids

Yeast strains used in this study are listed in Table S1. Yeast transformation was performed using the standard lithium acetate method. To generate individual TAP‐tagged and deletion strains, the C‐terminal insertion cassette for TAP‐tagging target genes and the disruption cassette for gene deletion were constructed via PCR amplification using genomic DNA from the corresponding strain from Open Biosystems or Euroscarf. The *HIS3MX6* module derived from pFA6a‐*HIS3MX6* (Longtine et al., 1998) was employed to generate other gene deletion strains. Transformants were selected on plates of yeast extract peptone dextrose (YPD) containing G418 (200 mg/L) or synthetic complete (SC) media lacking histidine. All deletion strains were verified by PCR. The plasmids used in this study were previously described (Honorine et al., 2011; Longtine et al., 1998), and are listed in Table S2.

### 2.2 Spotting assay

The spotting assay was performed as described previously (Lim et al., 2022; Ryu & Ahn, 2014). Exponentially growing liquid cultures were normalized to 0.1 OD_600_ and diluted in a 10‐fold series. Then, 5 μL of each dilution was spotted onto YPD plates, unless otherwise indicated, and the plates were incubated at 25, 30, or 37°C for 2–5 days. For doxycycline treatment, 5 μL of each dilution were spotted onto the SC plate with or without doxycycline (1 μg/mL), and the plates were incubated at 25°C for 2–3 days.

### 2.3 RLS analysis

Yeast strain RLS was measured on YPD plates unless otherwise indicated, as described previously (Lim et al., 2022; Ryu et al., 2014). The lifespan of approximately 50 virgin daughter cells was analyzed. To assess lifespan differences, a Mann–Whitney test was performed with a cutoff of *p* = 0.05; the average lifespan was considered different at *p* < 0.05 (Kaeberlein et al., 1999). The comparison values between the experimental‐matched WT and each mutant are listed in Table S3.

### 2.4 CLS analysis

Yeast strain CLS was measured as previously described (Lim et al., 2021). Briefly, an overnight culture was diluted to 0.01 OD_600_ into fresh SC medium to a final volume of 10 mL (with a flask‐to‐culture volume of 5:1) and incubated at 30°C with shaking (200 rpm). Cells were spread on duplicate YPD plates at the indicated time points with 10 μL of 1:1000 diluted culture and 100 μL of autoclaved distilled water. YPD plates were incubated at 30°C, and viability was assessed after 2–3 days with the average colony forming unit (CFU) count. The spreading step was repeated every 1 or 2 days until the end of the experiment. GeneSnap and GeneTools software (Syngene) were used to image plates and calculate CFUs, respectively. The days required for populations to reach 50% and 10% viability were calculated as representations of median (50%) and maximum (10%) lifespans to facilitate comparisons between WT and mutant strains.

### 2.5 ChIP‐seq and data analysis

ChIP assay of Nrd1‐TAP‐tagged strains was performed as described previously (H. Y. Ryu et al., 2016; 2019; 2020). Briefly, formaldehyde was added to mid‐log phase cells to a final concentration of 1% for 20 min. Crosslinking was quenched by addition of glycine to 240 mM. Crosslinked cells were collected via centrifugation, washed twice in TBS, and then lysed with glass beads in FA lysis buffer (50 mM HEPES–KOH [pH 7.5], 150 mM NaCl, 1 mM EDTA, 1% Triton X‐100, 0.1% Na deoxycholate, 0.1% SDS, protease inhibitor cocktail [Roche, 11697498001], and 1 mM PMSF [AmericanBio, AB01620]). Sonicated chromatin was incubated with IgG‐Sepharose beads (GE Healthcare, 17–0969‐01). Precipitates were sequentially washed with FA lysis buffer with 275 mM NaCl, FA lysis buffer with 500 mM NaCl, LiCl washing buffer (10 mM Tris–HCl [pH 8.0], 0.1 mM EDTA, 250 mM LiCl, 0.5% NP‐40, and 0.5% sodium deoxycholate) and TE (10 mM Tris–HCl [pH 8.0], and 1 mM EDTA), and then eluted with elution buffer (10 mM Tris–HCl [pH 7.5], 10 mM EDTA, and 1% SDS) at 65°C. Eluted chromatin fragments were treated with pronase (Roche, 11459643001), and then DNA was purified via phenol/chloroform extraction. Diluted template DNA (1:10 and 1:1000 dilution for IP and input DNA, respectively) was used in qPCR reactions using AccuPower® 2X GreenStar™ qPCR Master Mix (Bioneer, K6254) on the CFX Connect Real‐Time PCR System (Bio‐Rad); signals were normalized to the internal control (a fragment amplified from an untranscribed region on ChrIV, residues 1516109–1516234; SGD) and input DNA.

Sequencing libraries were constructed utilizing the TruSeq DNA Sample prep kit according to manufacturer's protocols (TruSeq ChIP Sample preparation guide 15023092 Rev. B) and sequenced using 100 bp paired‐end sequencing on an Illumina NovaSeq 6000 following manufacturer's protocols. Reads were trimmed using Trimmomatic (v0.38) and aligned to the *S*. *cerevisiae* reference genome (sacCer3) using BowTie (v1.1.2). Peaks were called utilizing MACS2 (v2.1.1.20160309) and duplicate reads were processed using Picard (v0.118). Called peaks were annotated using ChIPSeeker (v1.16.1) with gene models from SGD. Comparative analysis of data was performed using csaw (v1.34.0). The normalized bedGraph files were generated using MACS2 and then converted to bigwig files using the bedGraphToBigWig program. The genome‐wide profile was generated using the ‘computeMatrix scale‐regions’, ‘plotProfile,’ and ‘plotHeatmap’ tools in the deepTools package (v3.1.3). All GO analyses were performed utilizing the Database for Annotation, Visualization and Integrated Discovery (DAVID) database. All GO was filtered by the EASE score, a modified Fisher's Exact *p*‐value utilized by the DAVID database, with an EASE score less than 0.1. GO plots were created with the ggplot2 (v3.4.4) R library. ChIP‐seq tracks were viewed in the Integrative Genomics Viewer (IGV, https://igv.org/).

### 2.6 RNA‐seq and data analysis

Yeast strains WT (BY4741) and *tho2Δ* (FY254) were grown in 5 mL of YPD until mid‐log phase. The hot phenol method was used to prepare RNA from a 1.0 OD_600_ equivalent of cells as previously described (Ryu et al., 2014; 2018). Construction of libraries and subsequent sequencing was performed by Macrogen (Seoul, Korea) with duplicate RNA samples. GO enrichment analyses were performed using Panther 17.0 (http://www.pantherdb.org/). Volcano plots were drawn using R studio with the ggplot2 package.

### 2.7 Re‐analysis of Nrd1 PAR‐CLIP data

To re‐analyze Nrd1‐bound genes, previous data from photoactivatable ribonucleoside‐enhanced crosslinking and immunoprecipitation (PAR‐CLIP) was downloaded from the Gene Expression Omnibus database (GSM791764) (Jamonnak et al., 2011). Adapter sequences were removed from fastq files with cutadapt (Martin, 2011). All reads were mapped to *S*.*cerevisiae* genome (Ensembl version 107) with bowtie2 (Langmead et al., 2019). Binding sites were identified and annotated with PEAKachu (https://github.com/tbischler/PEAKachu).

## 3 RESULTS

### 3.1 THO complex regulates RLS in a Sir2‐independent manner

We recently reported that defects in the TREX‐2 complex, which is physically and functionally linked to the THO complex, impair RLS via aberrant mRNA nuclear export (Lim et al., 2022). Therefore, to investigate whether the THO complex is involved in the control of yeast lifespan, we first analyzed the RLS of yeast cells that lacked individual subunits of THO complex: Hpr1, Tho2, Mft1, Thp2, or Tex1 (Figure 1a). Those cells lacking Hpr1 and Tho2, the two most prominent components of THO complex, exhibited markedly reduced RLS compared with that of the wild‐type (WT) cells, whereas the absence Mtf1, Thp2, and Tex1, did not impact RLS, suggesting that Hpr1 and Tho2, which are the only subunits conserved from yeast to humans (Park et al., 2022), appear to be essential for regulating lifespan.

**FIGURE 1:**
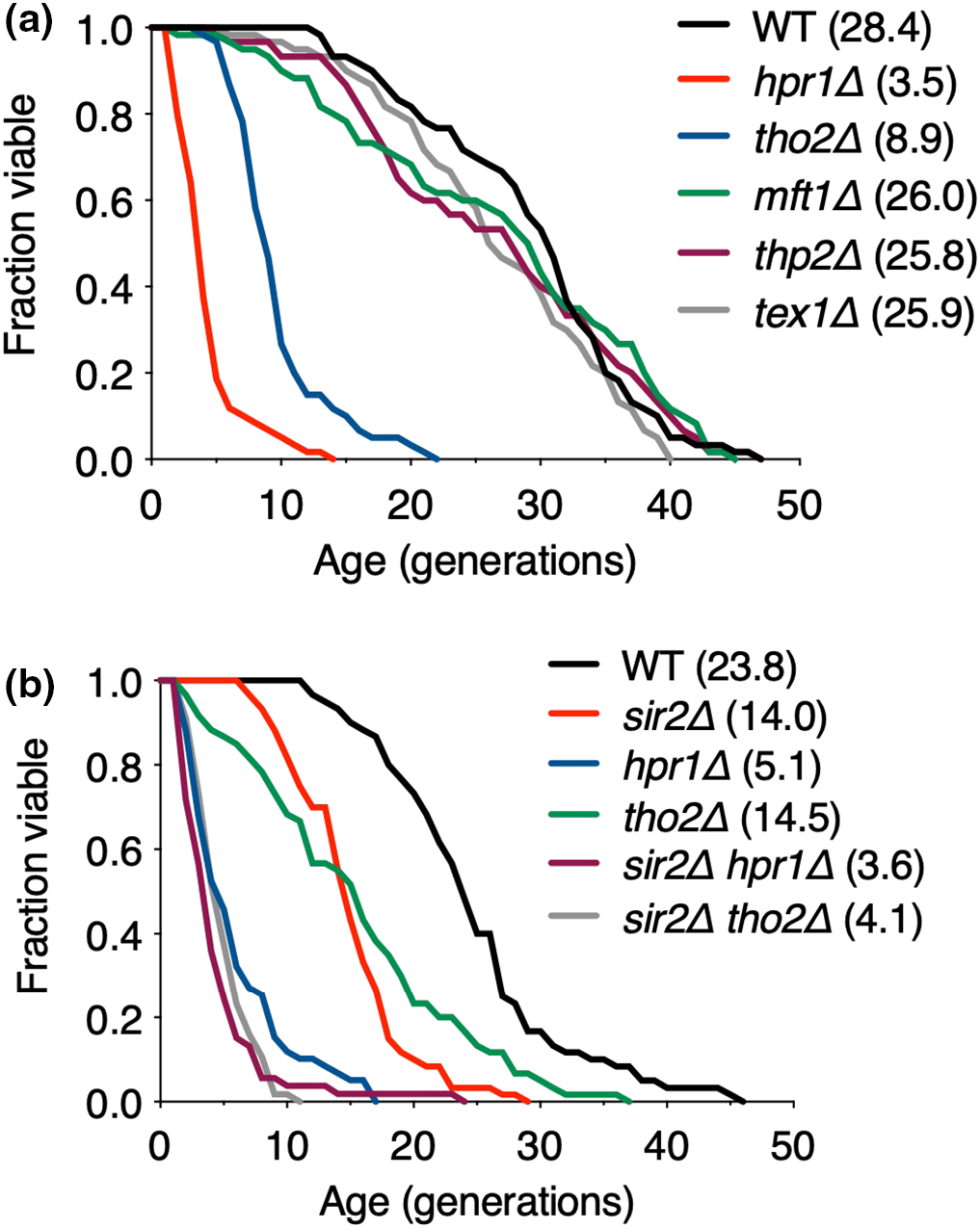
Hpr1 and Tho2 in THO complex affect RLS in a Sir2‐independent manner. (a, b) RLS analysis of WT and the indicated mutants. The mean lifespans are shown in parentheses.

We next addressed how the THO complex is involved in lifespan regulation. As Sir2 is a recognized modulator of RLS (Dang et al., 2009; Kaeberlein et al., 1999; Sinclair & Guarente, 1997), we subsequently investigated whether Sir2 affects RLS in *hpr1Δ* or *tho2Δ* mutants (Figure 1b). The absence of Hpr1 or Tho2 substantially exacerbated the shortened lifespan of *sir2Δ* cells, suggesting that the THO complex contributes to lifespan modulation through a Sir2‐independent pathway.

### 3.2 Hpr1 affects lifespan independently of exonuclease component Rrp6

The THO complex has a pivotal role in mRNP biogenesis by bridging transcription and mRNA maturation and export (Strambio‐De‐Castillia et al., 2010). Deletion of *HPR1* or *MFT1* causes accumulation of nuclear poly(A)^+^ RNA, whereas the loss of Rrp6, a nuclear exosome component, restores a semi‐normal level of full‐length transcripts and reverses the transcript sequestration phenotype in *hpr1Δ* or *tho2Δ* mutants (Libri et al., 2002). In addition, the expression of Rho, a bacterial transcription termination factor, in yeast disrupts normal mRNP biogenesis with aberrant transcripts produced that are degraded by the Rrp6 complex together with the occurrence of significant growth defects (Honorine et al., 2011). Thus, to determine whether abnormal accumulation of nuclear RNA affects yeast lifespan, we performed RLS analysis in cells expressing Rho (Figure 2a). As anticipated, Rho‐expressing cells exhibited a decrease in RLS and growth, which was totally alleviated by Rrp6 deficiency, suggesting that the retention of defective transcripts negatively affects cellular lifespan. However, although RLS was also impaired in other exosome‐related factor mutants, *trf4Δ*, *xrn1Δ*, or *sen1‐1*, mutation of *trf4* or *sen1* did not rescue the Rho‐induced RLS defects (Figure S1), implying the Rrp6 complex may be a primary RNA‐degradation controller of lifespan.

**FIGURE 2:**
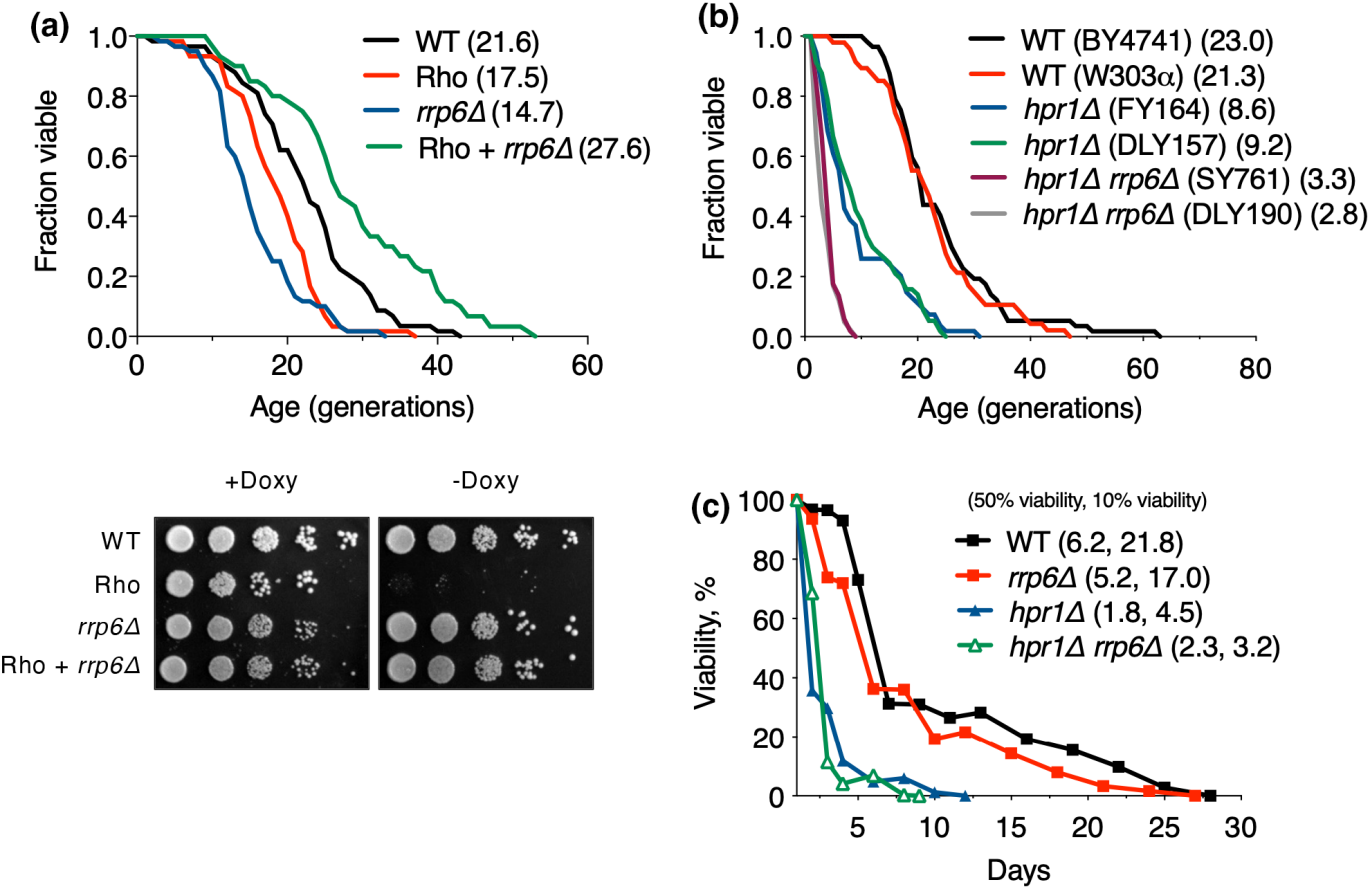
*RRP6* deletion rescues impaired RLS in Rho‐induced cells, but not *hpr1Δ* cells. (a) RLS analysis of WT and *rrp6∆* strains transformed with empty vector (pCM189) or plasmid‐expressing Rho (pCM189‐Rho), as described in Figure 1. For the growth analysis, tenfold dilutions of the indicated strains were spotted onto Rho‐repressing (+Doxy) or Rho‐inducing (−Doxy) plates and then grown at 25°C for 2–3 days. (b) RLS analysis of WT and the indicated mutant strains in two different genetic backgrounds (BY4741 and W303α), as described in Figure 1. (c) CLS analysis of WT and the indicated mutants. The two numbers in parentheses indicate the median and maximum lifespans, calculated as the day when cultures reached 50% and 10% viability, respectively.

We next investigated whether Hpr1‐dependent lifespan shortening is governed by Rrp6‐driven pathway (Figure 2b). Interestingly, the altered RLS of *hpr1Δ rrp6Δ* double mutant significantly exceeded that of *hpr1Δ* single mutant, suggesting that Hpr1 influences yeast lifespan through a mechanism independent of Rrp6. Further insight into the role of Hpr1 in lifespan control was gained through CLS analysis in *hpr1Δ*, *rrp6Δ*, and *hpr1Δ rrp6Δ* strains (Figure 2c). In agreement with the RLS analysis, the life span of *hpr1Δ* or *rrp6Δ* strains was significantly reduced to a maximum of 4.5 or 17.0 days, respectively, compared with 21.8 days of WT cells, and *hpr1Δ rrp6Δ* strain displayed a more severe lifespan defect than that in null *rrp6* mutant. Taken together, these results suggest that Rrp6‐mediated RNA surveillance did not circumvent the Hpr1 loss‐induced RLS and CLS defects.

### 3.3 Nrd1 mutations restore rho‐induced shortened RLS

Rho expression promotes Rrp6 and Nrd1cotranscriptional recruitment, which is necessary for the 3′‐end processing of specific RNAs (Honorine et al., 2011). Accordingly, we tested whether the Rho‐induced abnormal lifespan is connected to the role of Nrd1. Consistent with previous results in *nrd1* temperature‐sensitive mutants (Conrad et al., 2000), we observed strong sensitivity to 37°C in both *nrd1‐51* and *nrd1‐102* strains bearing mutations in the CTD‐interaction domain (CID) and RNA recognition motif (RRM) of Nrd1, respectively (Figure 3a,b). Moreover, RLS was significantly decreased in *nrd1‐51*, but not in *nrd1‐102* (Figure 3c). Similar to the effect of additional deletion of *RRP6* on RLS in Rho‐expressing cells, either of these mutations rescued the impaired RLS induced by Rho activation (Figure 3d,e), suggesting that Nrd1, which interacts with Rrp6, contributes to cellular lifespan possibly by controlling the 3′ end formation for degradation of target transcripts.

**FIGURE 3:**
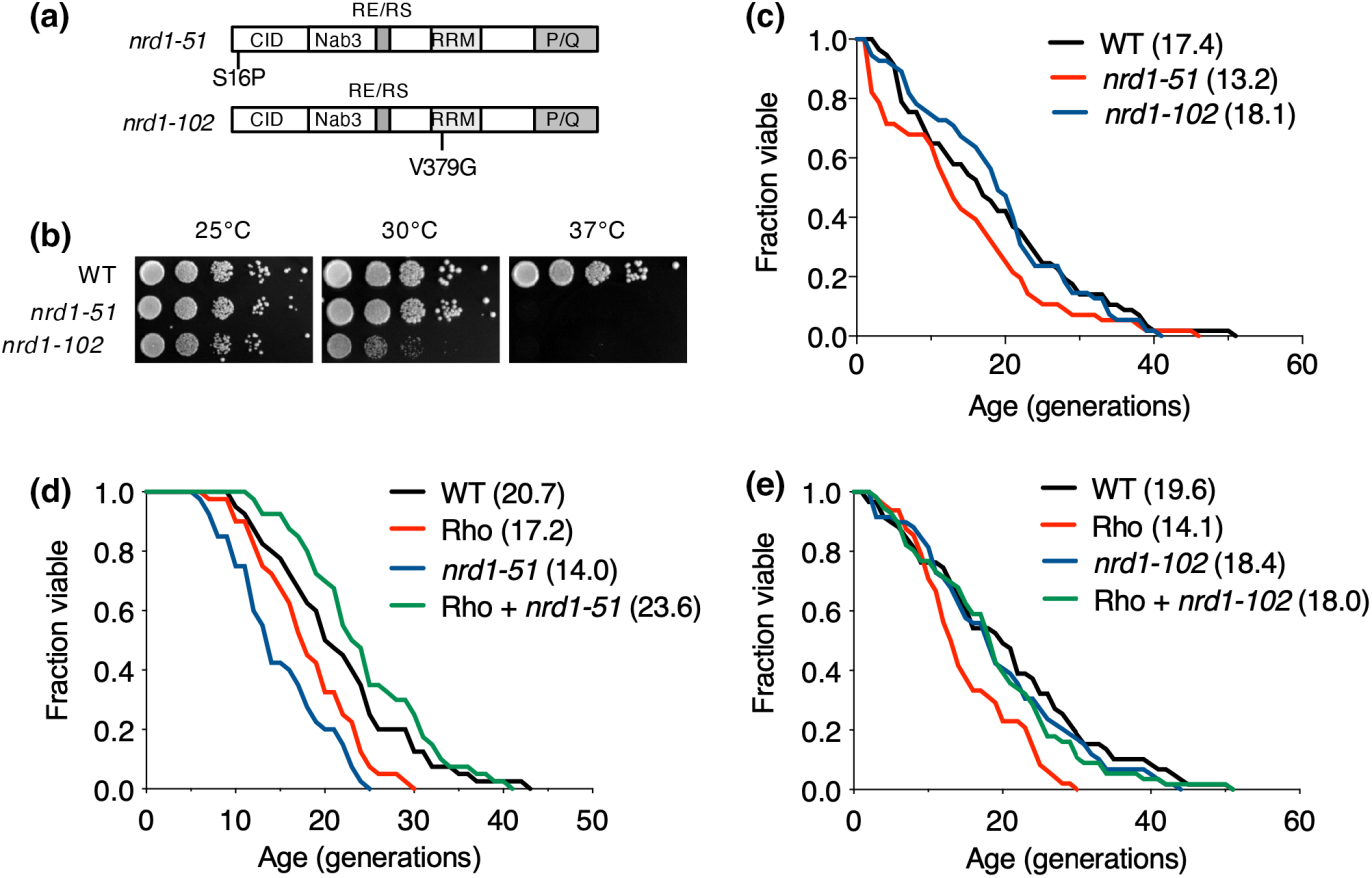
Expression of Rho in Nrd1 mutants restore shortened RLS. (a) Schematic diagrams of *nrd1* temperature‐sensitive alleles, *nrd1‐51* (S16P) and *nrd1‐102* (V379G). Nrd1 domains include RNA polymerase II CTD‐interacting domain (CID), Nab3 interaction domain (Nab3), arginine‐glutamine and arginine‐serine‐rich region (RE/RS), RNA recognition motif (RRM), and proline‐ and glutamine‐rich region (P/Q). (b) Growth analysis of *nrd1‐51* and *nrd1‐102* strains on YPD plates at 25, 30, and 37°C, as described in Figure 2a. (c–e) RLS analysis of WT and indicated mutants transformed without (c) or with pCM189 or pCM189‐Rho (d, e), as described in Figure 1.

### 3.4 Nrd1 truncated variants alleviate the lifespan defect in *tho2Δ* cells

Nrd1 links the transcription termination process with the surveillance pathway of the exosome. However, Rrp6 is involved in Nrd1‐independent processing and degradation of noncoding RNA (ncRNA) (Fasken et al., 2015), and their interplay remains incompletely understood. Although our results suggest that Hpr1 affects both RLS and CLS through a pathway independent of Rrp6 (Figure 2b,c), Nrd1 may directly participate in regulating lifespan via the THO complex. Therefore, we investigated whether Hpr1 and Tho2, components of the THO complex‐dependent lifespan shortening is determined by a Nrd1‐driven pathway (Figure 4b,c). Interestingly, the additional *nrd1‐102* mutation significantly rescued the shortened lifespan in cells lacking Hpr1 or Tho2, suggesting that Nrd1 and Rrp6 are differentially involved in the context of lifespan control by the THO complex.

**FIGURE 4:**
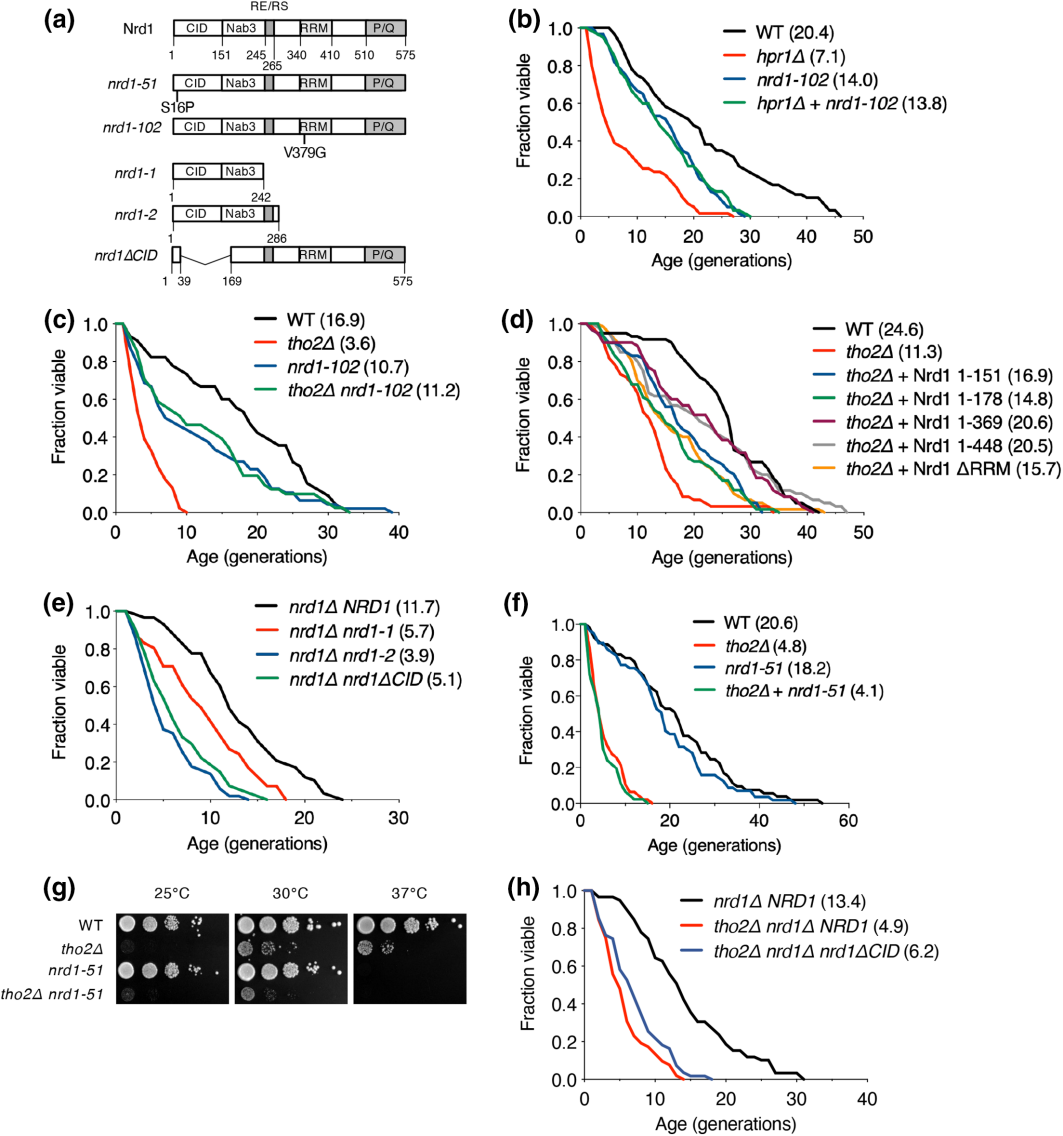
Overexpression of Nrd1 truncates significantly rescues impaired RLS in *tho2Δ* cells. (a) Schematic diagrams of Nrd1 point mutants and truncates. (b, c, f) RLS analysis of WT and the indicated mutants, as described in Figure 1. (d) RLS analysis of WT or *tho2Δ* strains transformed with empty vector (pAG425GPD) or plasmids expressing indicated Nrd1 truncated variants, as described in Figure 1. (e, h) RLS analysis of *nrd1Δ* or *tho2Δ nrd1Δ* strains transformed with a plasmid‐expressing *NRD1* or *nrd1ΔCID*, as described in Figure 1. (g) Growth analysis of strains used in (f) on YPD plates at 25, 30, and 37°C, as described in Figure 2a.

Next, to understand which domain of Nrd1 is crucial for relieving RLS defects in *tho2Δ* cells, we assessed the RLS change in *tho2Δ* strains transformed with vectors that expressed truncated Nrd1 proteins of residues 1–151, 1–178, 1–369, or 1–448, or lacking RRM (Figure 4d). The additional expression of most Nrd1 truncates substantially restored the reduced RLS of the *tho2Δ* strain. Since the endogenous *NRD1* gene was still expressed in *tho2Δ* strain expressing the Nrd1 truncates, the disturbance of WT Nrd1 function by the presence of Nrd1 truncates may be a key element for recovery of RLS impairment caused by Tho2 loss. Furthermore, introducing the Nrd1 truncates resulted in a significant improvement in the diminished RLS observed in the *hpr1Δ* strain (Figure S2). In addition, RLS was considerably decreased in the *nrd1ΔCID* mutant (Figure 4e), and neither *nrd1*–*51* nor *nrd1ΔCID* mutations improved the shortened lifespan or growth defects in the *tho2Δ* strain (Figure 4f–h), implying that binding of Nrd1 to RNA polymerase II CTD is important for lifespan regulation. Similarly, mutation of the cleavage polyadenylation factor Fip1 or poly(A) polymerase Pap1, involved in the general mRNA termination factors (Zhang et al., 2012), failed to restore RLS severity in the *tho2Δ* strain, suggesting that general 3′‐end processing factors, Fip1 and Pap1, affect lifespan in a Tho2‐dependent manner (Figure S3). Overall, these results strongly suggested that the interaction of Nrd1 with RNA polymerase II is necessary for the THO complex‐dependent lifespan control pathway.

### 3.5 Nrd1 regulates lifespan through Tho2‐dependent pathway

Our comprehensive assessment of RLS strongly indicated a pronounced correlation between Nrd1 and the THO complex‐mediated lifespan regulatory pathway (Figure 4). In contrast to other termination factors, such as RNA14, Nrd1 preferentially binds to the CTD serine 5 phosphorylation form of RNA polymerase II, which is crucial for transcription initiation and early stages of RNA synthesis during transcription and whose binding loci include the promoter regions of *PMA1*, *PYK1*, and *ADH1* (Heo et al., 2013; Vasiljeva et al., 2008). In addition, the THO complex, including Tho2, is recruited to constitutively expressed genes, such as *PMA1*, and subsequently cotraverses the open reading frame (ORF) in tandem with RNA polymerase II (Luna et al., 2005; Strasser et al., 2002). Therefore, to more fully understand the intricate interplay between Nrd1 and the THO complex, we used chromatin immunoprecipitation (ChIP) to monitor Nrd1 recruitment at *PMA1*, *PYK1*, and *ADH1* promoter regions in *tho2Δ* cells (Figure 5a,b). Remarkably, Nrd1 association with constitutive genes was significantly increased in *tho2Δ* cells, suggesting that Tho2 serves as a general regulator, impeding aberrant Nrd1 recruitment to chromatin during transcription.

**FIGURE 5:**
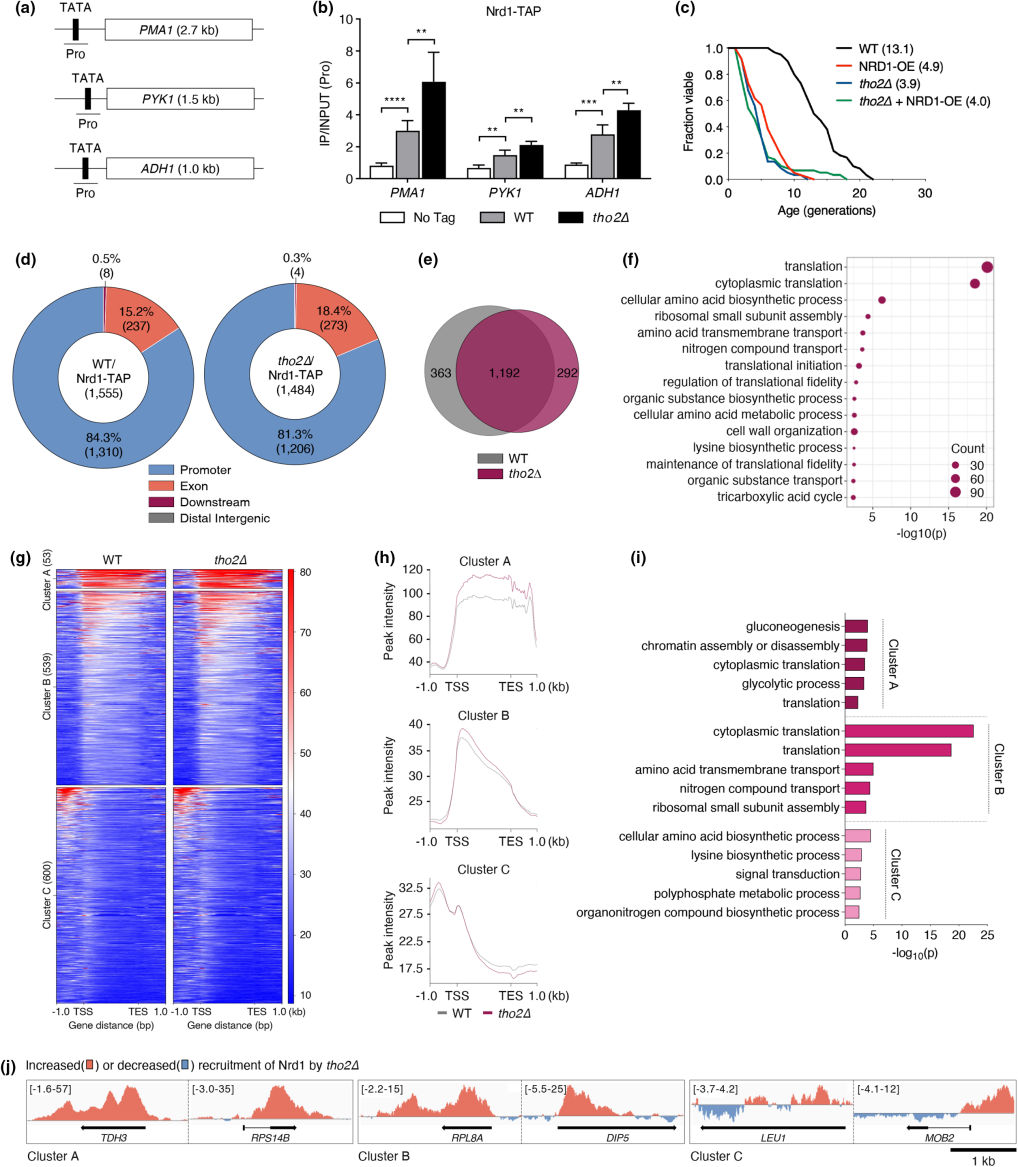
Overexpression of Nrd1 impairs RLS in a Tho2‐dependent manner. (a) Schematic diagram of *PMA1*, *PYK1*, and *ADH1* genes. The TATA/promoter (Pro) and ORF are represented by black and white boxes, respectively. Bars below the genes show the relative positions of the PCR products used in the ChIP‐qPCR analysis. (b) ChIP analysis using IgG‐sepharose beads in indicated strains expressing TAP‐tagged Nrd1. The BY4741 (no tag) strain was used as a negative control. qPCR signals of the indicated genes were quantitated and normalized to an internal background control and the input DNA. Primer pairs used are indicated in (a). Error bars indicate SDs calculated from four independent chromatin preparations. Asterisks indicate statistically significant differences between the corresponding samples using a two‐tailed Student's *t* test (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001). (c) RLS analysis of WT and *tho2Δ* strains transformed with pAG425GPD or pAG425GPD‐NRD1 (NRD1‐OE), as described in Figure 1. (d) Summary of ChIP‐seq data of Nrd1‐TAP in WT and *tho2Δ* strains. The pie charts show the distribution of Nrd1 peaks at promoter, exon, downstream, and distal intergenic regions in WT (left panel) and *tho2Δ* (right panel) strains. Numbers in parentheses indicate the number of detected sites. (e) Venn diagram of Nrd1 peaks displayed in (d). (f) Dot plot of GO enrichment analysis for the Nrd1‐enriched genes in WT. Dot size represents the number of genes in the significant gene list associated with the GO term. The *x*‐axis corresponds to the negative logarithm of the *p*‐value. (g) Clustered heatmap of ChIP‐seq data from (d). Nrd1‐bound peaks across the gene with substantial enrichment at transcription start site (TSS) and transcript end sites (TES) are separated into three clusters by *K*‐means clustering. Numbers in parentheses indicate the number of detected Nrd1 peaks. (h) ChIP read‐density profile of (g). The profile plots show the average ChIP signals of each cluster. (i) GO enrichment analysis of the genes in (g). Bar diagrams indicate the fold‐enrichment of GO biological process of each cluster. (j) Integrative Genomics Viewer (IGV) screenshot of ChIP‐seq data showing increased (red) or decreased (blue) levels of Nrd1 recruitment by *tho2Δ*. The normalized ratio of IP/INPUT peaks in WT is subtracted from the peak ratio in *tho2Δ* to illustrate the observed changes at indicated genes.

These ChIP results provided supporting evidence for our hypothesis that the aberrant Nrd1 functioning competes with the endogenous normal Nrd1 in *tho2Δ* cells, resulting in RLS recovery (Figure 4b). As the elevated recruitment of Nrd1 due to Tho2 loss was detrimental to RLS but was counterbalanced by competition with the introduction of aberrant forms of Nrd1, we next conducted RLS analysis in cells overexpressing Nrd1 to validate our hypothesis (Figure 5c). Nrd1 overexpression indeed impaired normal RLS, and this defect remained unaffected by additional deletion of *THO2*, suggesting that the effects of Nrd1 on RLS rely on the presence of Tho2. Taken together, these results strongly suggest that the THO complex is necessary for a cellular lifespan by preventing aberrant recruitment of Nrd1 to chromatin.

### 3.6 Nrd1 recruitment is notably increased at the translation‐associated genes in *tho2Δ* cells

To map the sites of augmented Nrd1 recruitment resulting from Tho2 deficiency on a genome‐wide scale, we carried out ChIP‐seq experiments (Figure 5d,e). Nrd1 exhibited predominant enrichment in various promoter (more than 80%) and exon (more than 15%) regions in both WT and *tho2Δ* strains (see Figure 5d), which is in agreement with the previously reported results (Gudipati et al., 2008; Vasiljeva et al., 2008). Notably, Gene Ontology (GO) analysis revealed that WT Nrd1 is primarily recruited to genes associated with translation (Figure 5f). Next, to classify gene sets under Tho2‐mediated regulation of Nrd1 recruitment, we performed *K*‐means cluster analysis of Nrd1 ChIP‐seq results (Figure 5g,j) and identify three clusters with distinct patterns (Figure 5h): increased recruitment of Nrd1 from transcription start site (TSS) to transcript end sites (TES) in *tho2Δ* (cluster A), increased recruitment of Nrd1at TSS in *tho2Δ* (cluster B), and decreased recruitment of Nrd1 at TES in *tho2Δ* (cluster C). Interestingly, GO analysis of cluster genes indicated that genes related to translation are include in gene groups of clusters A and B, suggesting that translation‐associated genes are major targets of Tho2‐mediated surveillance to curb the excessive recruitment of Nrd1.

### 3.7 Genes related to translation and nuclear transport are downregulated in both *tho2Δ* and aged cells

Since our data indicated that aging closely correlates with the THO complex, which links RNA metabolism with transcription (Jimeno et al., 2002), we used RNA‐seq to analyze genome‐wide gene expression profiles of *tho2Δ* cells and compared these profiles with previously published RNA‐seq data from aged cells (Hendrickson et al., 2018) (Figure 6a,b). 

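The *THO2* transcript was almost absent from the *tho2Δ* libraries. *THO2*, which encodes a subunit of the THO complex, lies on chromosome XIV from 360924 to 365717 in build R64 and overlaps the open reading frame *YNL140C*. Its counts were 4011 in WT replicate 3, 2457 in WT replicate 4 and 1 in each *tho2Δ* library. This is 112 ± 10.1 CPM (read counts relative to library size, scaled by TMM, with SD, n = 2) in WT and 0.0251 ± 0.00283 CPM (SD, n = 2) in *tho2Δ*, or 0.022% of the WT level (exact 95% interval from 0.00266% to 0.0794%, which covers counting error only). With 1 count in each *tho2Δ* library, the SD there reflects library scaling alone. Of the neighboring genes, *AAH1*, an adenine deaminase gene, was lower in *tho2Δ*, with log2 fold changes between -2.62 and -1.95 over 18 settings. Whether the replacement of *THO2* itself acts on its neighbors was not tested. *MEP2*, which encodes an ammonium permease, was higher in *tho2Δ* with a log2 fold change of 0.55 (SE 0.14, adjusted p = 0.0318 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost without *tho2Δ* replicate 3 (adjusted p = 0.287 from the same edgeR test) and without *tho2Δ* replicate 4 (adjusted p = 0.13). *YSF3*, *SRV2* and *NAM9*, on the other side of *THO2*, had log2 fold changes of 0.10, 0.30 and 0.00 and did not pass the test, though *SRV2* passed with library totals (adjusted p = 0.0418), on the TPM scales (adjusted p = 0.0411 and 0.0444 from limma) and without WT replicate 4 (adjusted p = 0.0114).

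**Figure D1:**
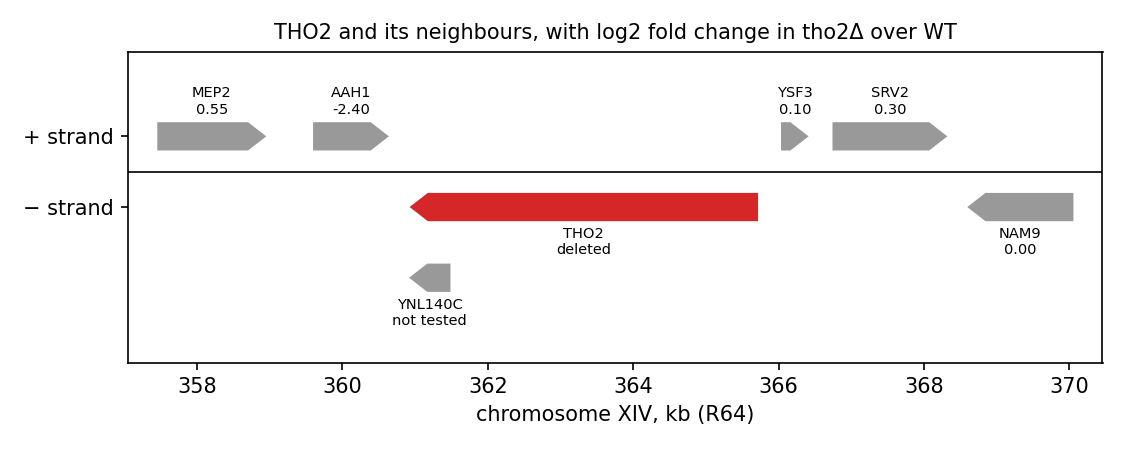
Map of chromosome XIV around *THO2*, with position along the x axis, in the coordinates of build R64, and each gene drawn to scale as an arrow in its direction of transcription. The number at each gene is its log2 fold change in *tho2Δ* over WT: *AAH1* stands at -2.40 and *MEP2* at 0.55, and *THO2* is the deleted gene.

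The WT strain was BY4741, a haploid laboratory strain of budding yeast, and the mutant was FY254, in which the KanMX4 cassette replaces *THO2*. Both were grown in rich medium (YPD) to mid-log phase, and duplicate RNA samples of each were made into libraries and sequenced by a company (RNA-seq). The paper's methods describe hot phenol extraction, whereas the sample labels name the RNeasy column kit. The labels number the duplicates 3 and 4 in both strains. Nothing in the sources used here says that the duplicates came from separate cultures, so the p-values measure only the spread between these RNA samples, which can be technical. The authors' deposited table gives a raw read count and a TPM per gene and library, and the submitters' processing notes name Trimmomatic, HISAT2 2.1.0, StringTie 1.3.4d and the genome build R64. Whether reads were counted by strand is not given in the sources used here, so reads of overlapping and antisense genes cannot be told apart. The total counts were 33543267 and 32401027 in WT replicates 3 and 4, and 31417222 and 36989697 in *tho2Δ* replicates 3 and 4. *SCR1*, the RNA of the signal recognition particle, took 8.46% and 7.71% of the counts of the WT libraries and 13.7% in each *tho2Δ* library, while protein-coding genes took 82.3% and 80.5% in WT and 74.4% and 75.2% in *tho2Δ*. *LSR1*, the U2 spliceosomal RNA, differed between the WT libraries, with 558584 counts in replicate 3 and 1684292 in replicate 4, beside 803336 and 847096 in *tho2Δ*. The raw counts were tested with edgeR's quasi-likelihood test, with TMM scaling factors of 1.00, 0.723, 1.18 and 1.17 for the libraries in the same order, over the 5890 genes that edgeR's expression filter kept. With TMM the median log2 fold change of these genes was 0.01, and it became 0.45 with library totals alone, 0.39 with limma on log2(TPM + 1) and 0.42 on log2(TPM + 0.1), so each change is given relative to the TMM scale. The WT libraries differed from each other by a median of 0.244 on the log2 scale per gene, and the *tho2Δ* libraries by 0.0919. Where 1 library was left out, its group kept 1 library and the spread came from the other group alone. Calls can then be lost or gained though the fold change hardly moves. In addition, 38 gene lists, with 1278 entries, were tested as sets with camera (preset inter-gene correlation of 0.01, adjusted over the lists), and again with an estimated correlation. With 2 libraries per strain, this estimate rests on very little spread within strains, so that setting could hardly call any list. The preset value treats the genes of a list as nearly independent, which genes that move together are not. Camera's p-values with it can therefore be too small. The lists, the edgeR and camera tests, the rule for the genes named and all alternative settings but 2 were chosen before the data were examined, while a Fisher's exact test of the lists and the list members named because a count was small were chosen after the values were seen. The paper's text names no test and no normalization for the RNA-seq, and the profiles of aged cells were not analysed here.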

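After *THO2* itself, the largest decreases among genes that passed the test were in *PHO84*, a high-affinity phosphate transporter, and in *HXT3*, a low-affinity glucose transporter. *HXT3* (chromosome IV, 1162957 to 1164660, R64) had 1293 ± 29.1 CPM (SD, n = 2) in WT and 101 ± 4.18 CPM (SD, n = 2) in *tho2Δ*, a log2 fold change of -3.67 (SE 0.16, adjusted p = 0.000906 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PHO84* (chromosome XIII, 24037 to 25800) had 81.7 ± 35.3 CPM in WT and 0.570 ± 0.0411 CPM in *tho2Δ*, a log2 fold change of -7.15 (SE 0.42, adjusted p = 0.00117 from the same edgeR test), but it overlaps the antisense RNA *YNCM0001W*, whose reads could have been counted with it. *TIR1* and *ANB1*, genes of hypoxic growth, fell by 2.94 and 2.79 on the log2 scale, and *HXT1*, another glucose transporter, by 2.77. The 10 lowest were completed by *YDR514C*, *DBP2*, *NSR1* and *AAH1*, the adenine deaminase gene next to *THO2*. Among the increases, *SPG1*, a gene needed for survival in stationary phase at high temperature, had 0.326 ± 0.0826 CPM in WT and 16.6 ± 0.491 CPM in *tho2Δ*, a log2 fold change of 5.70 (SE 0.24, adjusted p = 0.000906 from the same edgeR test). *SPG1* lies on chromosome VII from 962530 to 962817. *YNL195C*, *TKL2* (a transketolase), *POT1* (a peroxisomal thiolase), *SPG4* and *DDR2*, a stress-induced gene, had log2 fold changes of 4.42, 4.18, 4.17, 4.01 and 3.81. *IME4*, *BUD5*, *YDR034W-B* and *RRT1* completed the 10 highest, but each of them had at most 3 counts in WT replicate 4, and the call of *YDR034W-B* was lost without *tho2Δ* replicate 3 (adjusted p = 0.0571).
Of the 5890 genes tested, 1110 were higher and 1127 lower in *tho2Δ* at an adjusted p under 0.05 from edgeR, and 1093 and 1117 of these were protein-coding. The higher genes were thus 49.6% of the calls with TMM, but 79.9% with library totals, 77.2% with limma on log2(TPM + 1) and 76.2% on log2(TPM + 0.1). With 1 library left out, the spread came from the other group alone, so the counts that follow depend on that spread too. The counts moved with single libraries: without *tho2Δ* replicate 3, 310 genes were higher and 236 lower, with 545 of the calls shared, and without *tho2Δ* replicate 4, 307 were higher and 200 lower, with 504 shared. Leaving out WT replicate 3 gave 1790 higher and 1847 lower, with 2215 shared, while leaving out WT replicate 4 gave 1586 and 1634, with 2226 shared.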

In accordance with the earlier transcriptome analysis of cells depleted of THO components in *D*.*melanogaster* (Rehwinkel et al., 2004), loss of Tho2 altered the expression of numerous genes (Figure 6a). 

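Genes of ribosome assembly were lower in *tho2Δ* almost without exception. Of 82 genes for factors that build the 60S subunit, 80 were lower and 2 did not pass the test, and of 85 genes for factors of the 90S particle and the 40S subunit, 79 were lower and 6 did not pass. Genes of tRNA processing and modification followed with 27 of 48 lower and 21 that did not pass. The median gene of these lists was 2.46-fold, 2.26-fold and 1.48-fold lower in *tho2Δ* than in WT.
*DBP2*, an RNA helicase of ribosome assembly and mRNA packaging, had 165 ± 19.9 CPM (SD, n = 2) in WT and 28.6 ± 0.460 CPM (SD, n = 2) in *tho2Δ*, a log2 fold change of -2.53 (SE 0.13, adjusted p = 0.00104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lies on chromosome XIV from 413639 to 416281 (R64). *NSR1*, a nucleolar protein of pre-rRNA processing (chromosome VII, 806412 to 807656), had 217 ± 49.8 CPM in WT and 37.8 ± 2.98 CPM in *tho2Δ*, a log2 fold change of -2.52 (SE 0.19, adjusted p = 0.0017 from the same edgeR test). *MTR4*, the RNA helicase of the TRAMP complex (chromosome X, 342522 to 345743), fell by 1.83 on the log2 scale, from 156 ± 5.25 to 44.0 ± 2.33 CPM. *NOP1*, the nucleolar methyltransferase fibrillarin (chromosome IV, 427364 to 428347), fell by 1.72, and *PUS7*, a pseudouridine synthase of tRNA and other RNA (chromosome XV, 790211 to 792241), by 1.45. Adjusted over the list alone, 80 of the 60S genes, 81 of the 90S and 40S genes and 30 of the tRNA genes were lower, and 1 of the 90S and 40S genes was higher.
As sets, camera gave an adjusted p of 7.08e-36 for the 60S list, 2.98e-32 for the 90S and 40S list and 8.93e-07 for the tRNA list, which became an adjusted p of 0.225, 0.225 and 0.286 with an estimated correlation. The small values rest on the preset correlation, which treats the genes of a list as nearly independent. Without *tho2Δ* replicate 3 the lower genes numbered 57, 49 and 8 in the 3 lists, without *tho2Δ* replicate 4 they numbered 43, 38 and 6, and with library totals 42, 32 and 6.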

Notably, GO analysis revealed that the expression of many genes related to RNA processing and ribosome biogenesis was significantly downregulated by deletion of *THO2* compared with their WT levels. Moreover, similar to the transcriptome changes observed in aged cells, the expression of translation‐related genes, such as those involving ribosome biogenesis, rRNA processing, ribosome assembly (Ryu, 2022), and nuclear transport, was significantly reduced in *tho2Δ* cells (Figure 6b). Furthermore, both *tho2Δ* and aged cells exhibited upregulated expression of genes associated with carbohydrate metabolism, precursor metabolites and energy, and transmembrane transport. Thus, our data showed that loss of Tho2 reduced expression of genes involved in translation and RNA processing, which is a pattern predominantly observed in aged cells, suggesting that a subset of genes associated with aging are targets of THO complex.

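The ribosomal protein genes were lower in *tho2Δ* as a group. Of 81 genes of the large ribosomal subunit, 77 were lower and 4 did not pass the test, and of 57 genes of the small subunit, 56 were lower and *RPS22B* did not pass. Their medians were 2.62-fold and 2.64-fold lower than in WT. Genes of translation factors, with 26 of 41 lower, and of aminoacyl-tRNA synthetases, which load amino acids onto tRNA, with 17 of 21 lower, had medians 1.64-fold and 1.76-fold lower. Among 53 genes of nuclear transport, 16 were lower, 3 were higher (*GSP2*, *MSN5* and *CRM1*) and 34 did not pass.
*RPL36A*, a protein of the large subunit (chromosome XIII, 651145 to 651910, R64), had 251 ± 15.2 CPM (SD, n = 2) in WT and 94.4 ± 6.70 CPM (SD, n = 2) in *tho2Δ*, a log2 fold change of -1.41 (SE 0.12, adjusted p = 0.00185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *RPS28B*, of the small subunit (chromosome XII, 673131 to 673334), fell by 1.40 on the log2 scale, from 175 ± 4.45 to 66.4 ± 3.49 CPM. *TIF4631*, the translation initiation factor eIF4G, fell by 1.31, and *FUN12*, the initiation factor eIF5B, by 1.11. *MES1*, the methionyl-tRNA synthetase (chromosome VII, 1019598 to 1021853), fell by 1.22, from 553 ± 77.9 to 238 ± 2.84 CPM. *HEF3*, an elongation factor, was the 1 translation factor gene that was higher, and 14 of these genes did not pass, as did 4 synthetase genes. *POM152*, a protein of the nuclear pore, and *PSE1*, an importin, fell by 0.78 and 0.72. *KAP123*, an importin of ribosomal proteins, had a log2 fold change of -1.14 (SE 0.17, adjusted p = 0.00646 from the same edgeR test), and its call was lost without *tho2Δ* replicate 3 (adjusted p = 0.145) and without *tho2Δ* replicate 4 (adjusted p = 0.161). The calls of *TIF4631*, *MES1*, *POM152* and *PSE1* were also lost without *tho2Δ* replicate 3 (adjusted p = 0.0571, 0.0721, 0.0805 and 0.165) and without *tho2Δ* replicate 4 (adjusted p = 0.0642, 0.0817, 0.108 and 0.185), and those of *FUN12*, *POM152* and *PSE1* with library totals (adjusted p = 0.0765, 0.321 and 0.351) and on the TPM scales.
Adjusted over the list alone, 80 large subunit genes, 56 small subunit genes, 34 translation factor genes, 20 synthetase genes and 16 nuclear transport genes were lower. With camera the adjusted p was 2.36e-26 for the large subunit, 1.23e-22 for the small subunit, 6.93e-07 for translation factors, 7.18e-06 for synthetases and 0.0717 for nuclear transport. It became an adjusted p of 0.286 with an estimated correlation in all of these but the synthetases, with 0.466. Some ribosomal protein genes have a near-identical copy with which they can share reads, and among those with no such copy and no overlapping gene, 61 of 65 large subunit genes and 43 of 43 small subunit genes were lower.
The large and small subunit genes also differed between the WT libraries, with medians 0.51 and 0.31 higher in replicate 4 than in replicate 3 on the log2 scale. The lower genes of the 5 lists numbered 11, 5, 2, 0 and 0 without *tho2Δ* replicate 3, 8, 6, 2, 0 and 0 without *tho2Δ* replicate 4, 66, 42, 10, 2 and 1 with library totals, 67, 48, 8, 3 and 1 with limma on log2(TPM + 1), and 67, 47, 8, 3 and 1 on log2(TPM + 0.1), in the order large subunit, small subunit, translation factors, synthetases and nuclear transport, whereas nuclear transport had 25 and 24 lower genes and 8 and 7 higher genes without WT replicate 3 and without WT replicate 4.

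**Figure D2:**
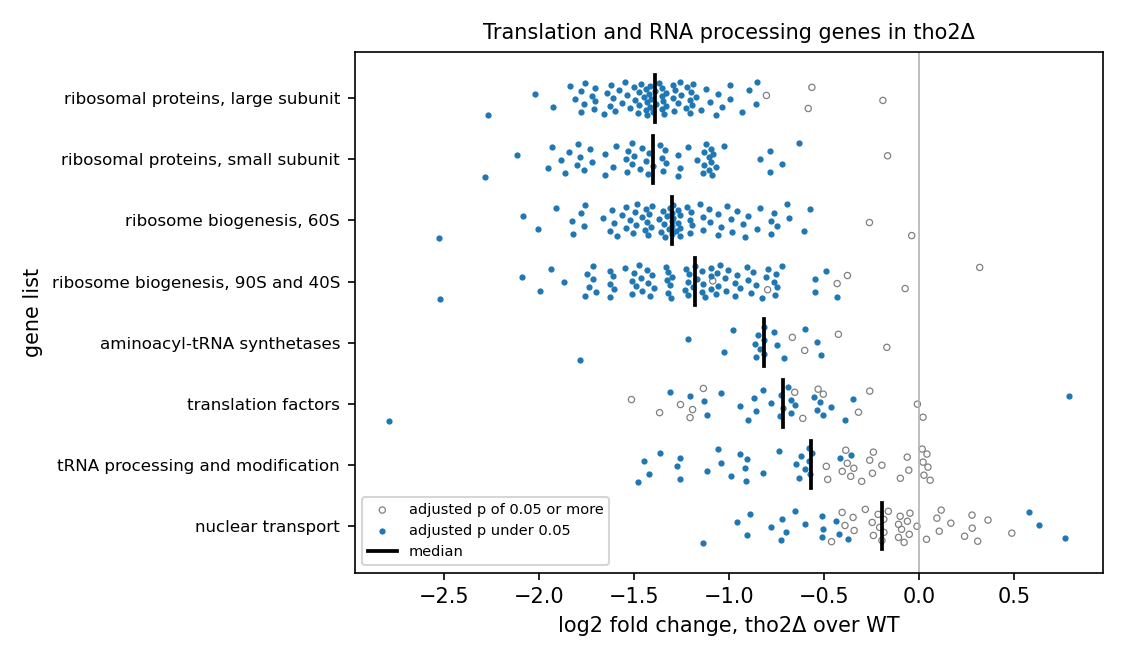
Log2 fold change in *tho2Δ* over WT (x axis) of each tested gene of 8 gene lists of translation, ribosome biogenesis, tRNA processing and nuclear transport (y axis). Filled blue points have an adjusted p under 0.05 from edgeR, open gray points do not, and the black bar is the median, which lies at -1.39 and -1.40 for the ribosomal protein lists and at -0.20 for nuclear transport, where it turns to 0.25 with library totals and to 0.19 and 0.20 on the TPM scales.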

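Genes of reserve carbohydrates, respiration and general stress were higher in *tho2Δ*. Of 21 genes of glycogen and trehalose metabolism, 20 were higher and *PGM1*, a minor phosphoglucomutase, was lower, with a median 2.22-fold higher than in WT. Of 39 genes of oxidative phosphorylation, 30 were higher and 9 did not pass the test (median 1.85-fold higher), and of 15 genes of the TCA cycle, 8 were higher and 7 did not pass (median 1.49-fold higher). Of 50 genes of the general stress response, which includes reserve carbohydrate and energy genes, 45 were higher and 5 did not pass (median 3.24-fold higher). The genes of glycolysis did not follow: 3 of 21 were higher (*PDC5*, *PYK2* and *GLK1*), *CDC19* and *HXK2* were lower, and 16 did not pass. The call of *CDC19* was lost without *tho2Δ* replicate 3 (adjusted p = 0.425) and without *tho2Δ* replicate 4 (adjusted p = 0.336).
*GDB1*, the glycogen debranching enzyme (chromosome XVI, 902044 to 906654, R64), had 128 ± 24.5 CPM (SD, n = 2) in WT and 535 ± 23.2 CPM (SD, n = 2) in *tho2Δ*, a log2 fold change of 2.06 (SE 0.17, adjusted p = 0.00185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The trehalase genes *ATH1* and *NTH1* rose by 2.05 and 1.37 on the log2 scale. *CYT1*, cytochrome c1 (chromosome XV, 447439 to 448368), rose by 1.81, from 40.4 ± 3.35 to 142 ± 4.68 CPM, and *RIP1*, the Rieske protein of the same respiratory complex, by 1.51. *SDH2*, a subunit of succinate dehydrogenase, rose by 1.40. *NQM1*, a transaldolase of the stress list, rose by 3.50.
Of 18 genes of gluconeogenesis and the glyoxylate cycle, 8 were higher, *ADH2*, the alcohol dehydrogenase that oxidizes ethanol, was lower with a log2 fold change of -1.86, and 9 did not pass. Transporter genes moved in both directions. Of 19 genes in the list of hexose transporters, 8 were higher, *HXT3* and *HXT1* were lower and 9 did not pass. Among the higher genes, the transporter *HXT5* (chromosome VIII, 294669 to 296447) rose by 3.57, from 2.95 ± 0.543 to 35.4 ± 0.15 CPM. They also included the glucose sensors *SNF3* and *RGT2*, and *STL1*, *MAL11* and *MAL31*, which carry glycerol or maltose and not hexoses. *HXT6* and *HXT7*, which were also higher, are near-identical copies of each other. Of 22 amino acid permease genes, 13 were higher, among them *AGP1* (rose by 1.56) and the general permease *GAP1* (rose by 1.41), *HIP1*, *PTR2* and *TAT1* were lower, and 6 did not pass.
Adjusted over the list alone, the higher genes numbered 20 for glycogen and trehalose, 34 for oxidative phosphorylation, 11 for the TCA cycle, 48 for general stress, 10 for gluconeogenesis, 8 for hexose transporters, 14 for amino acid permeases and 1 for glycolysis. In the same order, the adjusted p from camera was 5.51e-11, 2.1e-11, 0.0013, 1.02e-36, 0.000413, 0.0846, 0.0168 and 0.0878, and it became an adjusted p of 0.225, 0.225, 0.378, 0.225, 0.236, 0.494, 0.286 and 0.719 with an estimated correlation. For glycolysis the direction of camera was down, and it passed in this direction with library totals (adjusted p = 0.00337), DESeq2 (adjusted p = 0.0232), limma on log2(TPM + 1) (adjusted p = 7.9e-05) and on log2(TPM + 0.1) (adjusted p = 8.68e-05), the replicate block (adjusted p = 0.0331), without WT replicate 3 (adjusted p = 3.74e-07) and without *tho2Δ* replicate 4 (adjusted p = 0.0386). The higher genes numbered, again in this order, 10, 12, 3, 32, 2, 1, 3 and 0 without *tho2Δ* replicate 3 and 8, 13, 2, 32, 3, 1, 3 and 0 without *tho2Δ* replicate 4. Without WT replicate 3 and without WT replicate 4, glycolysis had 16 and 14 lower genes and its median went from -0.83 to -1.14 and -0.41, the TCA cycle had 12 and 14 higher genes, and without WT replicate 4 gluconeogenesis had 12 higher genes.

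**Figure D3:**
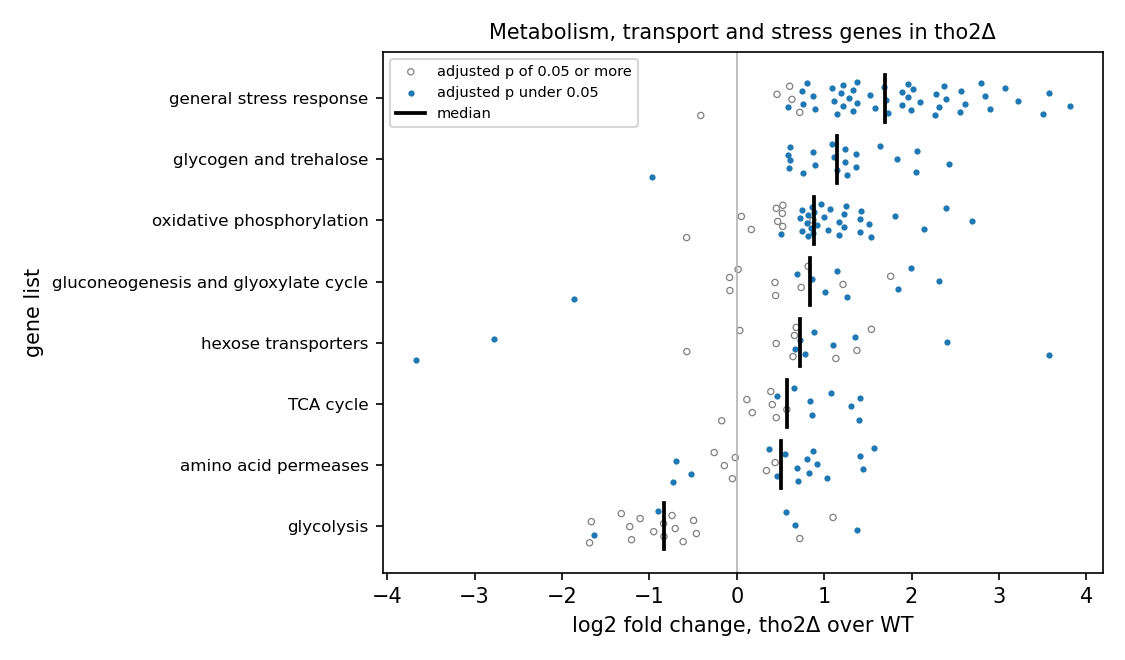
Log2 fold change in *tho2Δ* over WT (x axis) of each tested gene of 8 gene lists of stress, carbohydrate and energy metabolism and transport (y axis). Filled blue points have an adjusted p under 0.05 from edgeR, open gray points do not, and the black bar is the median, which is highest for general stress, at 1.69, and lies at -0.83 for glycolysis.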

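Nearly all genes of ribosome structure and assembly lay lower in *tho2Δ*. Of the 305 tested genes of the 4 lists of ribosomal proteins and ribosome biogenesis, 304 had a log2 fold change below 0, with a median of -1.32. It was -0.86 with library totals, where 297 of the 305 were below 0. Without WT replicate 3 and without WT replicate 4 it was -1.42 and -1.19. Without *tho2Δ* replicate 3 and without *tho2Δ* replicate 4 it was -1.35 and -1.31. Most other THO subunits and Nrd1 did not share this decrease at the transcript level. Among the THO subunits, *HPR1*, *TEX1* and *MFT1* had log2 fold changes of 0.06, -0.01 and -0.37 and did not pass the test, and *NRD1* (chromosome XIV, 172588 to 174315, R64), which encodes the RNA-binding termination factor, had 14.1 ± 2.31 CPM (SD, n = 2) in WT and 15.8 ± 1.60 CPM (SD, n = 2) in *tho2Δ*, a log2 fold change of 0.15 (SE 0.17, adjusted p = 0.504 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
*RRP6*, the nuclear exosome nuclease (chromosome XV, 326832 to 329033), had 113 ± 20.6 CPM in WT and 54.6 ± 3.18 CPM in *tho2Δ*, a log2 fold change of -1.05 (SE 0.15, adjusted p = 0.00599 from the same edgeR test), and this call was lost with library totals (adjusted p = 0.0928), with limma on log2(TPM + 1) (adjusted p = 0.0514) and on log2(TPM + 0.1) (adjusted p = 0.0538), and without *tho2Δ* replicate 4 (adjusted p = 0.059). *THP2*, a THO subunit, had a log2 fold change of -0.74 (SE 0.18, adjusted p = 0.0271 from the same edgeR test), a call that was lost without *tho2Δ* replicate 3 (adjusted p = 0.185), without *tho2Δ* replicate 4 (adjusted p = 0.155), with library totals (adjusted p = 0.489) and on the TPM scales (adjusted p = 0.274 and 0.269 from limma). *SIR2*, the histone deacetylase of the lifespan pathway that the paper sets THO apart from, had a log2 fold change of -0.20 (SE 0.13, adjusted p = 0.253 from the same edgeR test).
Over the 38 lists, camera called 10 higher and 12 lower in *tho2Δ*. None of these calls held with an estimated correlation, where the smallest adjusted p from camera was 0.225. With 2 libraries per strain, this loss cannot tell genes that move together from a setting too weak to call a list. From the lower expression of genes of translation and RNA processing in *tho2Δ* and its likeness to aged cells (Figure 6b), the paper proposes that part of the genes associated with aging are targets of the THO complex.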

**FIGURE 6:**
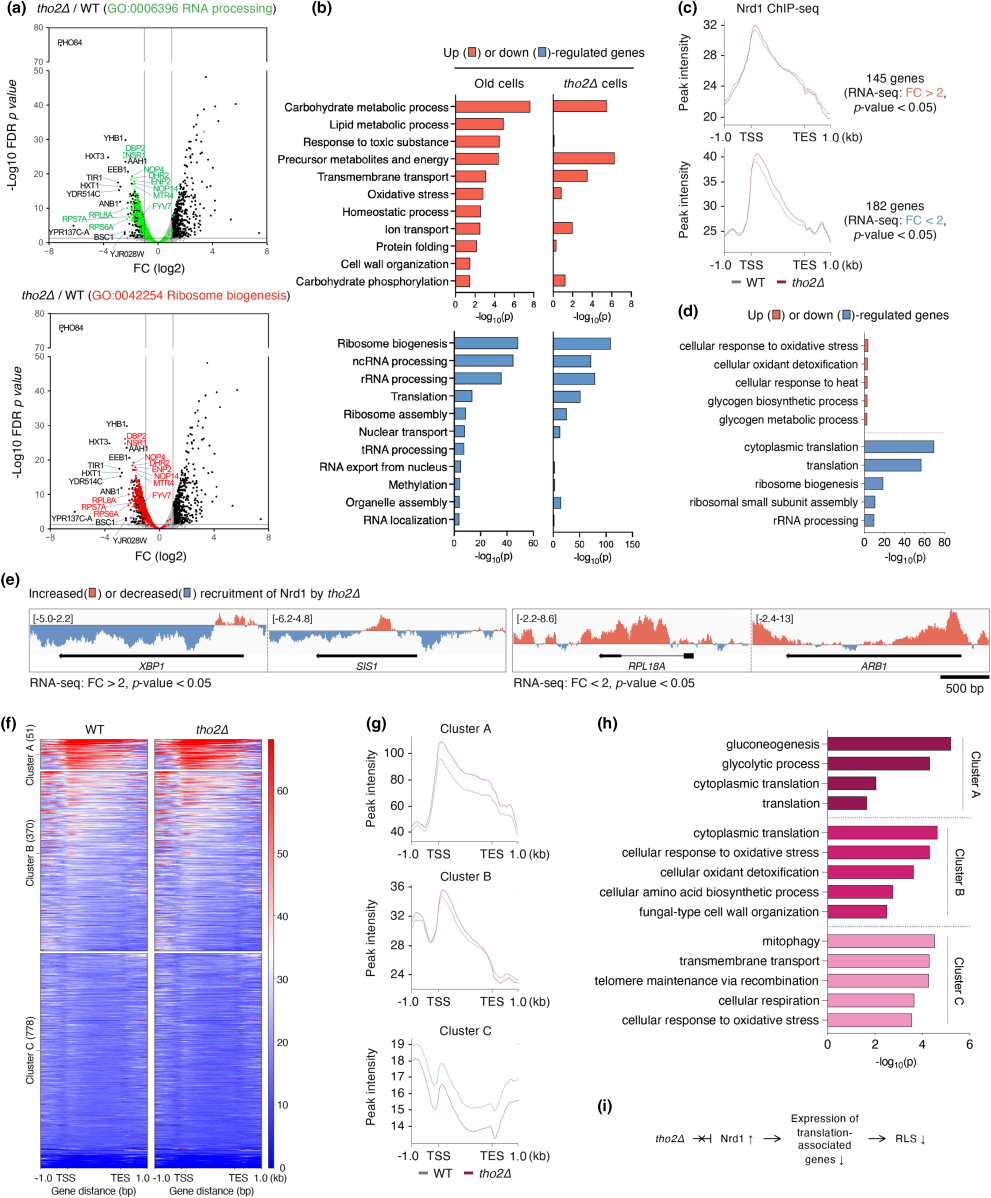
Comparison of mRNA profiles between *tho2Δ* and aged cells. (a) Volcano plots displaying differentially expressed genes in the *tho2Δ* strain as compared with the WT. The *y*‐axis is the mean of the negative logarithm of the *p*‐values, and the *x*‐axis corresponds the log2 fold change value. Gray horizontal and vertical lines indicate a *p*‐value of 0.05 and log2 fold change of −2 and 2, respectively. Green and red dots represent genes enriched in GO terms related to RNA processing and ribosome biogenesis, respectively. (b) GO enrichment analysis of the genes in old cells from previous RNA‐seq experiments (Hendrickson et al., 2018) and displayed in (a). Lists of differentially expressed genes in old cells compared with young cells were acquired by filtering the data by *p*‐value of ≤0.05 and |fold change| >1. Bar diagrams indicate the fold‐enrichment of top 11 GO biological process terms in the up (red)‐ or down (blue)‐regulated genes. (c) Nrd1 ChIP read‐density profile of differentially expressed genes in the *tho2Δ* strain as compared with the WT, as described in Figure 6h. For the analysis of up‐ and down‐regulated genes (upper and bottom panels, respectively), 145 and 182 genes were acquired by filtering the data with *p*‐value of ≤0.05 and |fold change| >2, respectively. (d) GO analysis of the up (red)‐ or down (blue)‐regulated genes in (c), as described in (a). (e) IGV screenshot of ChIP‐seq data showing altered recruitment levels of Nrd1 by *tho2Δ*, as described in Figure 5J. (f–h) Cluster analysis of Nrd1 binding peaks at the differentially expressed genes in old cells (Hendrickson et al., 2018) in WT and *tho2Δ* strains. Heatmap (f), density profile (g), and GO analysis (h) of the *K*‐means clustering of mapped read position for Nrd1 occupancy. (i) Schematic diagram depicting the role of Tho2 in the regulation of RLS. The deletion of *tho2* fails to prevent the excessive recruitment of Nrd1, resulting in decreased expression of translation‐associated genes, which in turn leads to a reduction in RLS. See text for further details.

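At the thresholds of Figure 6c, an unadjusted p of at most 0.05 and a fold change over 2, 521 genes were higher and 497 were lower in *tho2Δ* than in WT by edgeR's quasi-likelihood test. With the p adjusted by Benjamini-Hochberg and under 0.05 instead, 474 were higher and 472 lower. At a log2 fold change over 2, as the lines of Figure 6a are described, 114 genes were higher and 28 lower, a count that was added after the data were seen.
The general stress response held 39 of the genes over 2-fold higher and oxidative phosphorylation held 16. *NQM1* went from 8.64 ± 0.316 CPM (SD, n = 2) in WT to 97.7 ± 10.3 CPM (SD, n = 2) in *tho2Δ*. *GIP2*, a regulatory subunit of the Glc7 phosphatase in glycogen metabolism, went from 7.92 ± 0.0250 to 28.3 ± 0.190 CPM. Among the genes over 2-fold lower, *SAM1*, an S-adenosylmethionine synthetase, went from 374 ± 82.4 to 114 ± 8.25 CPM. The number of genes past a fold of 2 moved with the scaling: 1076 higher and 161 lower with library totals, 852 and 171 with limma on log2(TPM + 1), and 983 and 192 on log2(TPM + 0.1).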

Subsequently, we compared the alterations in gene expression in tho2*Δ* strains with the ChIP‐seq results of Nrd1 presented in Figure 5d (Figure 6c). Among the 145 genes that were upregulated by more than 2‐fold relative to WT in *tho2Δ* cells, the recruitment of Nrd1 was not significantly affected by the loss of Tho2 (Figure 6c, upper panel). However, an apparent increase in Nrd1 occupancy from TSS to TES was observed in the 182 genes that were down‐regulated by 2‐fold in cells lacking Tho2 (Figure 6c, bottom panel). Additionally, GO analysis of the 2‐fold down‐regulated genes in *tho2Δ* revealed their involvement in translation processes, including ribosome biogenesis, ribosomal small subunit assembly, and rRNA processing (Figure 6d). 

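Ribosomal protein and ribosome assembly genes filled much of the group of genes over 2-fold lower in *tho2Δ*. Past a fold of 2 and at an unadjusted p of at most 0.05 from edgeR's quasi-likelihood test, 71 of 81 large subunit genes, 51 of 57 small subunit genes, 64 of 82 genes of 60S assembly and 59 of 85 genes of 90S and 40S assembly were lower, against 8.44% of all 5890 genes tested. Each share exceeded that of the remaining genes (one-sided Fisher's exact test, adjusted p = 3.12e-65, 8.69e-48, 2.18e-52 and 2.14e-43, with 76 tests of the 38 lists in both directions adjusted together by Benjamini-Hochberg). The same test passed for translation factors (10 of 41, adjusted p = 0.00997), tRNA processing and modification (10 of 48, adjusted p = 0.0261), amino acid biosynthesis (12 of 49, adjusted p = 0.00401), and hypoxic and cold-induced cell wall genes (7 of 23, adjusted p = 0.0117). For nuclear transport it did not, with 1 of 53 genes, *KAP123*, past these thresholds. The test was chosen after the data were seen, and it treats genes as independent, which genes of a shared regulon are not.
*RPS22A*, a small subunit protein (chromosome X, 74910 to 75302, R64), went from 1474 ± 200 CPM (SD, n = 2) in WT to 381 ± 11.3 CPM (SD, n = 2) in *tho2Δ*, a log2 fold change of -1.95 (SE 0.18, adjusted p = 0.00213 from edgeR with Benjamini-Hochberg adjustment), a call that was lost without *tho2Δ* replicate 3 (adjusted p = 0.0602) and without *tho2Δ* replicate 4 (adjusted p = 0.06). *NOP4*, an RNA-binding protein of 60S assembly, went from 63.3 ± 11.1 to 16.8 ± 0.175 CPM, *DHR2*, an RNA helicase of 40S assembly, from 28.0 ± 2.75 to 7.02 ± 0.706 CPM, and *TRM11*, a tRNA methyltransferase, from 27.0 ± 0.382 to 9.68 ± 1.20 CPM. With library totals, 27, 22, 22 and 23 genes of the 4 ribosomal lists were past these thresholds, and 1 of the translation factor genes. Translation factor genes also moved with single libraries, to 16 without WT replicate 3, 4 without WT replicate 4, 4 without *tho2Δ* replicate 3 and 5 without *tho2Δ* replicate 4, as did amino acid biosynthesis, to 18, 7, 9 and 8.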

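*ARB1* was lower in *tho2Δ* than in WT. The picture of Figure 6e labels *ARB1*, *XBP1* and *SIS1* by their change in the same RNA-seq, so their direction here is not a separate result. *ARB1* (YER036C), an ATPase of ribosome assembly on chromosome V from 223367 to 225199 (R64), had 515 ± 26.5 CPM (SD, n = 2) in WT and 215 ± 6.57 CPM (SD, n = 2) in *tho2Δ*, a log2 fold change of -1.26 (SE 0.12, adjusted p = 0.00231 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
*XBP1* (YIL101C), a stress-induced transcriptional repressor on chromosome IX from 175307 to 177250, went the other way, from 1.93 ± 0.378 to 11.9 ± 1.89 CPM, a log2 fold change of 2.61 (SE 0.24, adjusted p = 0.00199 from the same edgeR test). *SIS1* (YNL007C), a cochaperone of Hsp70 on chromosome XIV from 618507 to 619565, rose from 77.2 ± 8.48 to 214 ± 1.17 CPM, a log2 fold change of 1.47 (SE 0.12, adjusted p = 0.00185 from the same edgeR test). Of 35 heat shock protein and chaperone genes, 21 were higher in *tho2Δ*, among them *SSA4* (log2 fold change 2.79) and *HSP42* (2.56), *SSB1*, *SSB2* and *MGE1* were lower, and 11 did not pass (22 higher and 3 lower when adjusted over the list alone). Camera gave this list an adjusted p of 3.95e-10, and an adjusted p of 0.225 with an estimated correlation.
The call of *ARB1* was lost without *tho2Δ* replicate 3 and without *tho2Δ* replicate 4, where the spread came from WT alone. Its log2 fold change was -1.29 and -1.23 in these fits. *XBP1* and *SIS1* passed in each setting tried. The lower chaperone genes numbered 9 without WT replicate 3 and 0 without *tho2Δ* replicate 3 or 4, and Nrd1 occupancy was not analysed here.

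**Figure D4:**
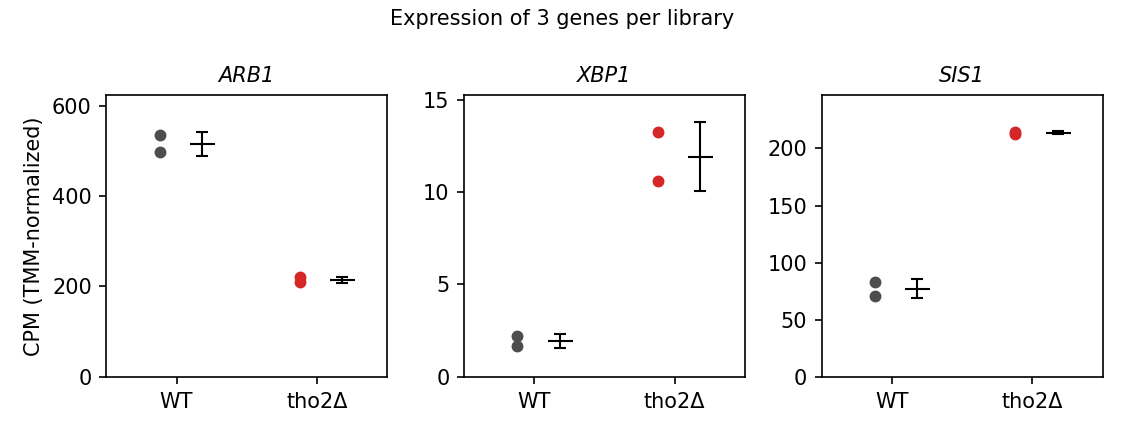
CPM scaled by TMM (y axis, from 0) of *ARB1*, *XBP1* and *SIS1* in WT and *tho2Δ*. Each dot is 1 library, and the bar beside the dots is the mean with its SD (n = 2): *ARB1* stands lower in *tho2Δ*, at 215 CPM, and *XBP1* and *SIS1* higher, at 11.9 and 214 CPM.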

Taken together, these findings suggest that the loss of Tho2 mediates an increase in the association of Nrd1 with translation‐related genes, such as *RPL18A* (ribosomal 60S subunit) or *ARB1* (ribosome biogenesis factor) (Figure 6e), leading to a negative impact on their gene expression.

Because our data showed that transcription termination factor Nrd1 is important for the THO complex‐dependent lifespan regulation pathway, we further compared ChIP‐seq data for Nrd1‐TAP, as shown in Figure 5d, with genes exhibiting significant expression changes in aged cells (Hendrickson et al., 2018) (Figure 6f). The *K*‐means cluster analysis of Nrd1 ChIP‐seq results categorized three clusters with different patterns. Nrd1 recruitment to genes listed in both clusters A and B was notably enhanced by the loss of Tho2 (Figure 6g, upper and middle panels), whereas cluster C did not exhibit such an increase pattern (Figure 6g, bottom panel). Moreover, GO analysis of cluster genes indicated that translation‐related genes constitute a substantial portion of genes in clusters A and B. Thus, our data strongly imply that translation‐related genes are obviously influenced by Tho2‐mediated regulation of Nrd1 pathway, and this transcription factor crosstalk is closely linked to aging (Figure 6i **)**.

### 3.8 Subsets of genes involved in translation and RNA processing are targets of both Tho2 and Nrd1

Because the Nrd1 transcription termination factor plays a crucial role as a sequence‐specific RNA binding protein in yeast, participating in the processing and degradation of various RNA classes, we next compared the target RNAs of Nrd1 with differentially expressed genes in aged cells (Figure 7) and *tho2Δ* strains (Figure 8). In *S*.*cerevisiae*, almost all of mRNA sequences include the short UGUA and GUAG RNA motifs for Nrd1 binding. Nrd1 preferentially binds near the 5′ ends of relatively short transcripts, although the binding targets also include ORFs and 3′ untranslated regions (UTRs) of several hundred mRNAs (Webb et al., 2014). Therefore, we analyzed the loci of ORFs and 3′ UTRs of Nrd1‐bound mRNAs to avoid missing crucial information and to gain a more comprehensive understanding of cellular processes. Genes with Nrd1–3′ UTR binding did not exhibit substantial alterations in gene expression in aged cells (Figure 7b) or in *tho2Δ* mutants (Figure 8b). In both aged cells and *tho2Δ* mutants, Nrd1‐targeted genes were involved in gene expression, metabolism, and other functions (Figures 7a and 8a). In particular, Nrd1's 3’ UTR target mRNAs that show decreased expression in the *tho2Δ* strain were mainly associated with ribosome biogenesis, rRNA processing, and ncRNA processing. 

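Of the genes named in Figure 8, those of ribosome assembly were lower in *tho2Δ* and those of protein folding and stress were higher. Figure 8 holds genes that the paper found changed in *tho2Δ* from the same RNA-seq, so their direction here is not a separate result. *NHP2*, a protein of the snoRNPs that modify rRNA (chromosome IV, 87512 to 87982, R64), had 88.8 ± 6.49 CPM (SD, n = 2) in WT and 35.8 ± 1.46 CPM (SD, n = 2) in *tho2Δ*, a log2 fold change of -1.31 (SE 0.11, adjusted p = 0.00194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *RRP1*, a factor of 60S assembly (chromosome IV, 617470 to 618306), went from 46.0 ± 12.4 to 16.7 ± 3.49 CPM and fell by 1.46 on the log2 scale. *LIA1*, the hydroxylase that completes hypusine on eIF5A (chromosome X, 569621 to 570598), fell by 1.95, from 200 ± 75.6 to 51.6 ± 4.95 CPM. *EFM6*, a methyltransferase of translation elongation factor eEF1A, fell by 1.79, and *ARG1*, argininosuccinate synthase, by 2.20.
*HSP12*, a membrane-stabilizing stress protein (chromosome VI, 107256 to 107585), rose from 170 ± 51.5 to 626 ± 68.6 CPM, a log2 fold change of 1.88 (SE 0.24, adjusted p = 0.00414 from the same edgeR test). *MDJ1*, a mitochondrial cochaperone (chromosome VI, 104701 to 106236), rose by 1.28, and *YGR025W*, a gene of unknown function, by 1.04. The call of *RRP1* was lost without *tho2Δ* replicate 4 (adjusted p = 0.0717), those of *EFM6* and *YGR025W* without *tho2Δ* replicate 3 (adjusted p = 0.069 and 0.0699) and without *tho2Δ* replicate 4 (adjusted p = 0.0566 and 0.0619), and that of *EFM6* also on the TPM scales (adjusted p = 0.0554 and 0.0595 from limma). The other 5 genes passed in each setting tried, and the Nrd1 binding sites in mRNA were not analysed here.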

The Nrd1‐dependent transcription termination pathway is also linked to downregulation of mRNA levels by binding to 3′ UTRs (Webb et al., 2014). Unlike in the *tho2Δ* strain, translation‐associated genes were not primarily identified as Nrd1 targets in aging cells (Figures 7a and 8a), implying that not only aberrant expression of translation‐related genes but also multiple factors are involved in the aging. Furthermore, besides Nrd1, other factors may contribute to regulating the expression of genes related to translation in aging cells. Therefore, our data suggested that the translation or RNA processing genes whose expression was downregulated in the *tho2Δ* strain may be controlled through the Nrd1‐dependent pathway of gene expression regulation.

**FIGURE 7:**
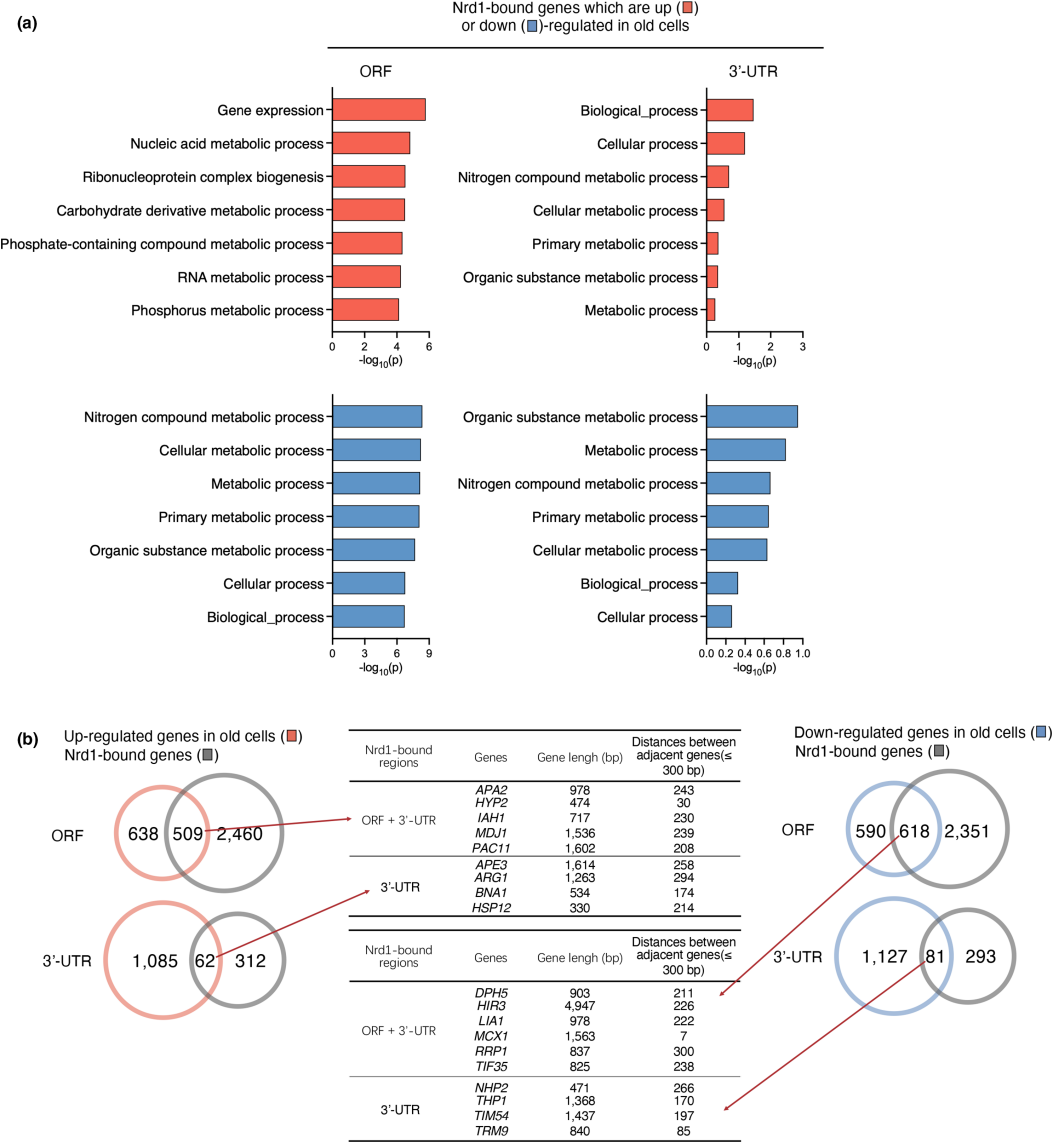
Comparative analysis of Nrd1‐bound genes with differentially expressed genes in aged cells. (a) GO analysis of Nrd1‐bound genes overlapped with up (red)‐ or down (blue)‐regulated genes in old cells, listed in Figure 6b. Bar diagrams indicate the fold‐enrichment of top seven GO biological process of Nrd1‐bound genes with binding sites in open reading frame (ORF) or 3′‐untranslated region (UTR). (b) Venn diagram of Nrd1‐bound genes displayed in (a). Middle tables show representative genes that Nrd1 binds to at both the ORF and 3′‐UTR or only the 3′‐UTR, and their length and distance from adjacent genes.

**FIGURE 8:**
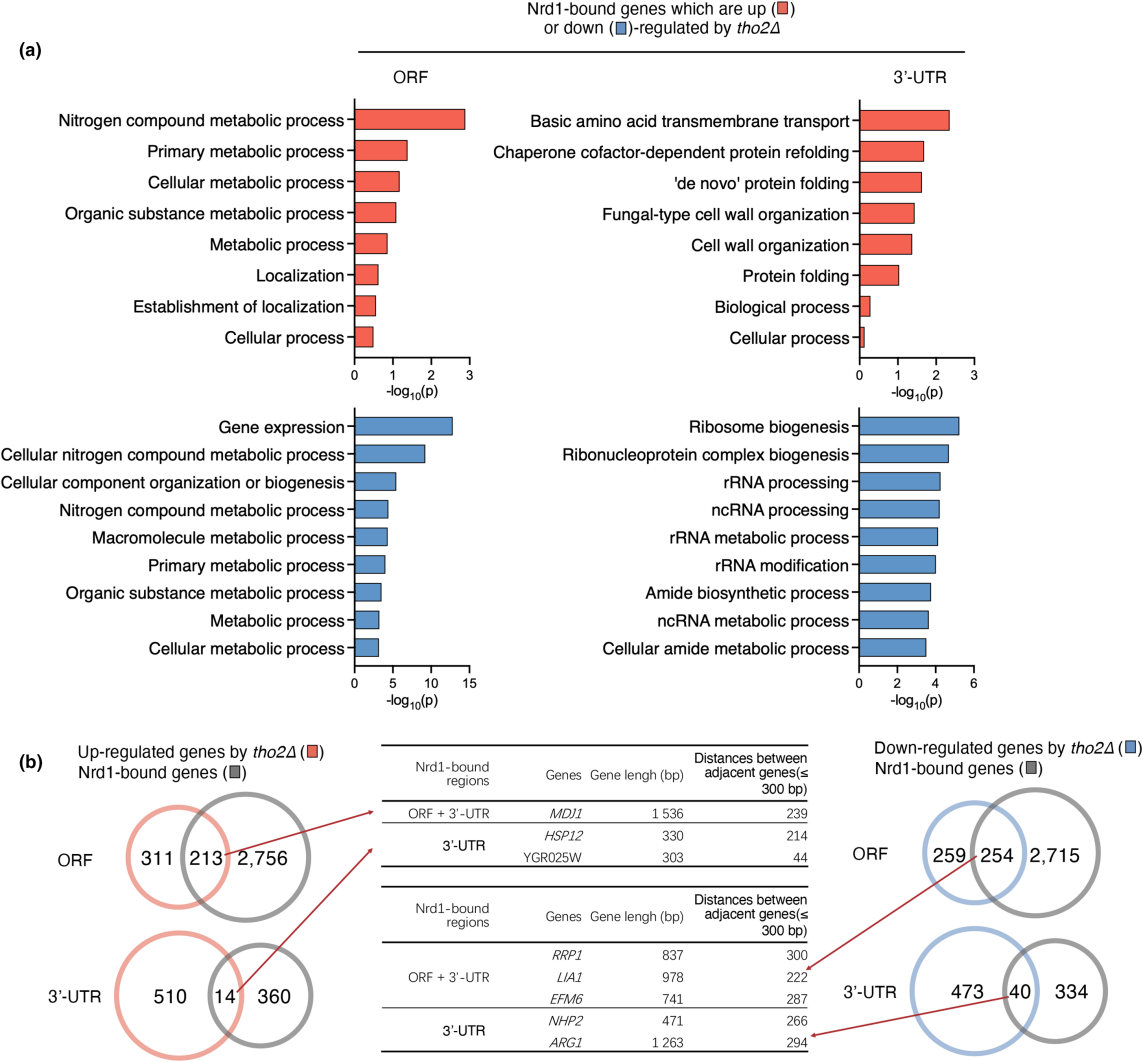
Comparison of Nrd1‐bound genes with differentially expressed genes in *tho2Δ* cells. (a) Top eight to nine GO analysis terms of Nrd1‐bound genes whose expression is up (red)‐ or down (blue)‐regulated by *tho2Δ*, as described in Figure 7a. (b) Venn diagram analysis of Nrd1‐bound genes displayed in (a), as described in Figure 7b.

## 4 DISCUSSION

Herein, we revealed that Tho2, a THO complex subunit, is a novel regulatory factor in yeast lifespan regulation. The THO complex links transcription with mRNA export by coordinating interaction between diverse machineries such as the SAGA and TREX‐2 complexes (Garcia‐Oliver et al., 2012). While preventing abnormal accumulation of nuclear RNA is necessary for longevity (Lim et al., 2022; Park et al., 2022), the THO complex regulates lifespan independently of the Rrp6‐mediated RNA surveillance that ensures the quality of mRNA transcripts from impaired mRNA export. Instead of this, the interaction between the Nrd1 transcription termination factor and RNA polymerase II is indispensable for the THO complex‐dependent regulation of lifespan. The THO complex ensures a normal cellular lifespan by preventing the improper recruitment of Nrd1 to chromatin. Therefore, the Tho2‐facilitated Nrd1 recruitment is crucial for regulating the expression of genes essential for maintaining a typical lifespan.

The alterations in gene expression observed in *tho2Δ* cells were similar with those found in aged cells, particularly in genes associated with translation and RNA processing. This observation suggests a connection between the molecular pathways governed by the THO complex and the broader context of cellular aging. Moreover, Nrd1, whose recruitment is restricted by the THO complex, targets various genes that the THO complex also regulates, such as those involved in ribosome biogenesis, rRNA processing, and ncRNA processing. Nevertheless, since the mechanisms underlying how Nrd1 modulates RNA transcript levels remain unclear (Webb et al., 2014), further research in this area is warranted. However, our model illuminates the intersection of aging‐related processes with the functions of the THO complex and Nrd1, ensuring precise gene expression patterns important for a normal lifespan.

RNA metabolism and epigenetics are intricately interconnected processes, and the THO complex and Nrd1 act as critical enzymes within RNA metabolism. The THO complex collaborates with the SAGA complex, whose subunits are responsible for histone acetylation and H2B deubiquitination (Garcia‐Oliver et al., 2012). H3K4 trimethylation can facilitate the Nrd1‐mediated transcription termination pathway (Terzi et al., 2011). However, a broader array of histone modifications, such as sumoylation, acylation, or phosphorylation, exists beyond H3K4 methylation and histone acetylation (Chou et al., 2023; Ryu & Hochstrasser, 2021). A complex network of interactions is formed by the intricate interplay among these modifications. Therefore, a comprehensive investigation that explores these factors and their relationships with unexplored histone modifications is essential for a more complete understanding of their roles in epigenetics.

Overcoming aging has been a longstanding human aspiration. The intricacies of the causes and consequences of aging make research in this field challenging. In particular, the marked chromatin instability observed in aged cells drives alterations in gene expression, a process with critical implications for the aging process. Therefore, to understand how to prevent pathophysiological cell senescence and cell death, it is important to identify mechanisms that inhibit transcription errors, nuclear accumulation of RNA, and abnormal export of mature RNA. The freshly identified aging‐associated factor, THO complex, is conserved among higher eukaryotes and appears crucial for maintaining gene expression associated with aging.

## AUTHOR CONTRIBUTIONS

S.H.A. and H.‐Y.R. organized and designed the scope of the study. H.‐Y.R. wrote the manuscript with assistance from Y.L. and S.H.A. Y.L., S.L., D.Y.L., R.D., and B.‐H.R. performed the strain construction used in this study, spotting assay and/or lifespan analysis. S.L. performed RNA‐seq and data analysis. J.‐M.P., D.C., and D.K.C. performed ChIP‐seq and data anlaysis. S.Y.C. carried out re‐analysis of Nrd1‐bound genes. Y.L. and S.H.A. performed data analysis for all experiments.

## FUNDING INFORMATION

This study was supported by the National Research Foundation of Korea (NRF) grant funded by the South Korea government (MSIT) [RS‐2023‐00243165 to S.H.A.; RS‐2023‐00212894 to H.‐Y.R.], Learning & Academic research institution for Master's·PhD students, and Postdocs (LAMP) Program of the National Research Foundation of Korea (NRF) grant funded by the Ministry of Education [RS‐2023‐00301914 to H.‐Y.R.], and Korea Institute for Advancement of Technology funded by the Ministry of Trade, Industry and Energy [P0025489 to H.‐Y.R.]

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## Supporting information

Data S1.

**FIGURE S1.** *Δ*
**Figure S2.** *Δ*
Figure S3.

## Data Availability

Data generated in this publication have been deposited in Gene Expression Omnibus (GEO) with accession numbers:• RNA‐seq data: GSE262156 (token: ehiveyikrzydzcl)• ChIP‐seq data: GSE261087 (token: gbidqmoyztqbrqr).

## References

[acel14203-bib-0001] Camblong, J. , Iglesias, N. , Fickentscher, C. , Dieppois, G. , & Stutz, F. (2007). Antisense RNA stabilization induces transcriptional gene silencing via histone deacetylation in s. cerevisiae. Cell, 131(4), 706–717. 10.1016/j.cell.2007.09.014 18022365

[acel14203-bib-0002] Cho, U. H. , & Hetzer, M. W. (2020). Nuclear periphery takes center stage: The role of nuclear pore complexes in cell identity and aging. Neuron, 106(6), 899–911. 10.1016/j.neuron.2020.05.031 32553207 PMC9041311

[acel14203-bib-0003] Choi, J. , Ryoo, Z. Y. , Cho, D. H. , Lee, H. S. , & Ryu, H. Y. (2021). Trans‐tail regulation‐mediated suppression of cryptic transcription. Experimental & Molecular Medicine, 53(11), 1683–1688. 10.1038/s12276-021-00711-x 34845331 PMC8639711

[acel14203-bib-0004] Chou, K. Y. , Lee, J. Y. , Kim, K. B. , Kim, E. , Lee, H. S. , & Ryu, H. Y. (2023). Histone modification in Saccharomyces cerevisiae: A review of the current status. Computational and Structural Biotechnology Journal, 21, 1843–1850. 10.1016/j.csbj.2023.02.037 36915383 PMC10006725

[acel14203-bib-0005] Conrad, N. K. , Wilson, S. M. , Steinmetz, E. J. , Patturajan, M. , Brow, D. A. , Swanson, M. S. , & Corden, J. L. (2000). A yeast heterogeneous nuclear ribonucleoprotein complex associated with RNA polymerase II. Genetics, 154(2), 557–571.10655211 10.1093/genetics/154.2.557PMC1460961

[acel14203-bib-0006] Dang, W. , Steffen, K. K. , Perry, R. , Dorsey, J. A. , Johnson, F. B. , Shilatifard, A. , Kaeberlein, M. , Kennedy, B. K. , & Berger, S. L. (2009). Histone H4 lysine 16 acetylation regulates cellular lifespan. Nature, 459(7248), 802–807.19516333 10.1038/nature08085PMC2702157

[acel14203-bib-0007] Fasken, M. B. , Laribee, R. N. , & Corbett, A. H. (2015). Nab3 facilitates the function of the TRAMP complex in RNA processing via recruitment of Rrp6 independent of Nrd1. PLoS Genetics, 11(3), e1005044. 10.1371/journal.pgen.1005044 25775092 PMC4361618

[acel14203-bib-0008] Fontana, L. , Partridge, L. , & Longo, V. D. (2010). Extending healthy life span—From yeast to humans. Science, 328(5976), 321–326.20395504 10.1126/science.1172539PMC3607354

[acel14203-bib-0009] Fox, M. J. , & Mosley, A. L. (2016). Rrp6: Integrated roles in nuclear RNA metabolism and transcription termination. Wiley Interdisciplinary Reviews: RNA, 7(1), 91–104. 10.1002/wrna.1317 26612606 PMC4715707

[acel14203-bib-0010] Garcia‐Oliver, E. , Garcia‐Molinero, V. , & Rodriguez‐Navarro, S. (2012). mRNA export and gene expression: The SAGA‐TREX‐2 connection. Biochimica et Biophysica Acta, 1819(6), 555–565. 10.1016/j.bbagrm.2011.11.011 22178374

[acel14203-bib-0011] Gudipati, R. K. , Villa, T. , Boulay, J. , & Libri, D. (2008). Phosphorylation of the RNA polymerase II C‐terminal domain dictates transcription termination choice. Nature Structural & Molecular Biology, 15(8), 786–794. 10.1038/nsmb.1460 18660821

[acel14203-bib-0012] Hendrickson, D. G. , Soifer, I. , Wranik, B. J. , Kim, G. , Robles, M. , Gibney, P. A. , & McIsaac, R. S. (2018). A new experimental platform facilitates assessment of the transcriptional and chromatin landscapes of aging yeast. eLife, 7, e39911. 10.7554/eLife.39911 30334737 PMC6261268

[acel14203-bib-0013] Heo, D. H. , Yoo, I. , Kong, J. , Lidschreiber, M. , Mayer, A. , Choi, B. Y. , Hahn, Y. , Cramer, P. , Buratowski, S. , & Kim, M. (2013). The RNA polymerase II C‐terminal domain‐interacting domain of yeast Nrd1 contributes to the choice of termination pathway and couples to RNA processing by the nuclear exosome. The Journal of Biological Chemistry, 288(51), 36676–36690. 10.1074/jbc.M113.508267 24196955 PMC3868778

[acel14203-bib-0014] Hieronymus, H. , Yu, M. C. , & Silver, P. A. (2004). Genome‐wide mRNA surveillance is coupled to mRNA export. Genes & Development, 18(21), 2652–2662. 10.1101/Gad.1241204 15489286 PMC525545

[acel14203-bib-0015] Honorine, R. , Mosrin‐Huaman, C. , Hervouet‐Coste, N. , Libri, D. , & Rahmouni, A. R. (2011). Nuclear mRNA quality control in yeast is mediated by Nrd1 co‐transcriptional recruitment, as revealed by the targeting of rho‐induced aberrant transcripts. Nucleic Acids Research, 39(7), 2809–2820.21113025 10.1093/nar/gkq1192PMC3074134

[acel14203-bib-0016] Jamonnak, N. , Creamer, T. J. , Darby, M. M. , Schaughency, P. , Wheelan, S. J. , & Corden, J. L. (2011). Yeast Nrd1, Nab3, and Sen1 transcriptome‐wide binding maps suggest multiple roles in post‐transcriptional RNA processing. RNA, 17(11), 2011–2025. 10.1261/rna.2840711 21954178 PMC3198594

[acel14203-bib-0017] Jang, H. , Jo, Y. , Lee, J. H. , & Choi, S. (2023). Aging of hair follicle stem cells and their niches. BMB Reports, 56(1), 2–9. 10.5483/BMBRep.2022-0183 36379515 PMC9887102

[acel14203-bib-0018] Janssens, G. E. , Meinema, A. C. , Gonzalez, J. , Wolters, J. C. , Schmidt, A. , Guryev, V. , Bischoff, R. , Wit, E. C. , Veenhoff, L. M. , & Heinemann, M. (2015). Protein biogenesis machinery is a driver of replicative aging in yeast. eLife, 4, e08527. 10.7554/eLife.08527 26422514 PMC4718733

[acel14203-bib-0019] Jimeno, S. , Rondon, A. G. , Luna, R. , & Aguilera, A. (2002). The yeast THO complex and mRNA export factors link RNA metabolism with transcription and genome instability. EMBO Journal, 21(13), 3526–3535. 10.1093/emboj/cdf335 12093753 PMC126085

[acel14203-bib-0020] Kaeberlein, M. , McVey, M. , & Guarente, L. (1999). The SIR2/3/4 complex and SIR2 alone promote longevity in Saccharomyces cerevisiae by two different mechanisms. Genes & Development, 13(19), 2570–2580. 10.1101/gad.13.19.2570 10521401 PMC317077

[acel14203-bib-0021] Kim, H. , Cho, B. , Moon, S. , & Chung, Y. D. (2011). The THO complex is required for stress tolerance and longevity in Drosophila. Genes & Genomics, 33(3), 291–297.

[acel14203-bib-0022] Lai, R. W. , Lu, R. , Danthi, P. S. , Bravo, J. I. , Goumba, A. , Sampathkumar, N. K. , & Benayoun, B. A. (2019). Multi‐level remodeling of transcriptional landscapes in aging and longevity. BMB Reports, 52(1), 86–108.30526773 10.5483/BMBRep.2019.52.1.296PMC6386224

[acel14203-bib-0023] Langmead, B. , Wilks, C. , Antonescu, V. , & Charles, R. (2019). Scaling read aligners to hundreds of threads on general‐purpose processors. Bioinformatics, 35(3), 421–432. 10.1093/bioinformatics/bty648 30020410 PMC6361242

[acel14203-bib-0024] Libri, D. , Dower, K. , Boulay, J. , Thomsen, R. , Rosbash, M. , & Jensen, T. H. (2002). Interactions between mRNA export commitment, 3'‐end quality control, and nuclear degradation. Molecular and Cellular Biology, 22(23), 8254–8266. 10.1128/Mcb.22.23.8254-8266.2002 12417728 PMC134070

[acel14203-bib-0025] Lim, S. , Ahn, H. , Duan, R. , Liu, Y. , Ryu, H. Y. , & Ahn, S. H. (2021). The Spt7 subunit of the SAGA complex is required for the regulation of lifespan in both dividing and nondividing yeast cells. Mechanisms of Ageing and Development, 196, 111480. 10.1016/j.mad.2021.111480 33831401

[acel14203-bib-0026] Lim, S. , Liu, Y. , Rhie, B. H. , Kim, C. , Ryu, H. Y. , & Ahn, S. H. (2022). Sus1 maintains a normal lifespan through regulation of TREX‐2 complex‐mediated mRNA export. Aging, 14(12), 4990–5012.35771153 10.18632/aging.204146PMC9271307

[acel14203-bib-0027] Longo, V. D. , Shadel, G. S. , Kaeberlein, M. , & Kennedy, B. (2012). Replicative and chronological aging in *Saccharomyces cerevisiae* . Cell Metabolism, 16(1), 18–31. 10.1016/j.cmet.2012.06.002 22768836 PMC3392685

[acel14203-bib-0028] Longtine, M. S. , McKenzie, A., 3rd , Demarini, D. J. , Shah, N. G. , Wach, A. , Brachat, A. , & Pringle, J. R. (1998). Additional modules for versatile and economical PCR‐based gene deletion and modification in *Saccharomyces cerevisiae* . Yeast, 14(10), 953–961. 10.1002/(SICI)1097-0061(199807)14:10<953::AID-YEA293>3.0.CO;2-U 9717241

[acel14203-bib-0029] Luna, R. , Jimeno, S. , Marin, M. , Huertas, P. , Garcia‐Rubio, M. , & Aguilera, A. (2005). Interdependence between transcription and mRNP processing and export, and its impact on genetic stability. Molecular Cell, 18(6), 711–722. 10.1016/j.molcel.2005.05.001 15949445

[acel14203-bib-0030] Martin, M. (2011). Cutadapt removes adapter sequences from high‐throughput sequencing reads. EMBnet.Journal, 17(1), 3. 10.14806/ej.17.1.200

[acel14203-bib-0031] Merker, R. J. , & Klein, H. L. (2002). hpr1*Δ* affects ribosomal DNA recombination and cell life span in Saccharomyces cerevisiae. Molecular and Cellular Biology, 22(2), 421–429.11756539 10.1128/MCB.22.2.421-429.2002PMC139738

[acel14203-bib-0032] Mullani, N. , Porozhan, Y. , Mangelinck, A. , Rachez, C. , Costallat, M. , Batsche, E. , Goodhardt, M. , Cenci, G. , Mann, C. , & Muchardt, C. (2021). Reduced RNA turnover as a driver of cellular senescence. Life Science Alliance, 4(3), e202000809. 10.26508/lsa.202000809 33446491 PMC7812316

[acel14203-bib-0033] Park, H. S. , Lee, J. , Lee, H. S. , Ahn, S. H. , & Ryu, H. Y. (2022). Nuclear mRNA export and aging. International Journal of Molecular Sciences, 23(10), 5351. 10.3390/ijms23105451 35628261 PMC9142925

[acel14203-bib-0034] Rehwinkel, J. , Herold, A. , Gari, K. , Kocher, T. , Rode, M. , Ciccarelli, F. L. , Wilm, M. , & Izaurralde, E. (2004). Genome‐wide analysis of mRNAs regulated by the THO complex in Drosophila melanogaster. Nature Structural & Molecular Biology, 11(6), 558–566. 10.1038/nsmb759 15133499

[acel14203-bib-0035] Rempel, I. L. , Crane, M. M. , Thaller, D. J. , Mishra, A. , Jansen, D. P. , Janssens, G. , Popken, P. , Akşit, A. , Kaeberlein, M. , van der Giessen, E. , Steen, A. , Onck, P. R. , Lusk, C. P. , & Veenhoff, L. M. (2019). Age‐dependent deterioration of nuclear pore assembly in mitotic cells decreases transport dynamics. eLife, 8, e48186. 10.7554/eLife.48186 31157618 PMC6579512

[acel14203-bib-0036] Rodriguez‐Navarro, S. (2009). Insights into SAGA function during gene expression. EMBO Reports, 10(8), 843–850. 10.1038/embor.2009.168 19609321 PMC2726681

[acel14203-bib-0037] Ryu, H. Y. (2022). SUMO pathway is required for ribosome biogenesis. BMB Reports, 55(11), 535–540. 10.5483/BMBRep.2022.55.11.130 36195568 PMC9712707

[acel14203-bib-0038] Ryu, H. Y. , & Ahn, S. (2014). Yeast histone H3 lysine 4 demethylase Jhd2 regulates mitotic rDNA condensation. BMC Biology, 12, 75. 10.1186/s12915-014-0075-3 25248920 PMC4201760

[acel14203-bib-0039] Ryu, H. Y. , & Hochstrasser, M. (2021). Histone sumoylation and chromatin dynamics. Nucleic Acids Research, 49(11), 6043–6052. 10.1093/nar/gkab280 33885816 PMC8216275

[acel14203-bib-0040] Ryu, H. Y. , Lopez‐Giraldez, F. , Knight, J. , Hwang, S. S. , Renner, C. , Kreft, S. G. , & Hochstrasser, M. (2018). Distinct adaptive mechanisms drive recovery from aneuploidy caused by loss of the Ulp2 SUMO protease. Nature Communications, 9(1), 5417. 10.1038/s41467-018-07836-0 PMC630332030575729

[acel14203-bib-0041] Ryu, H.‐Y. , Rhie, B.‐H. , & Ahn, S. H. (2014). Loss of the Set2 histone methyltransferase increases cellular lifespan in yeast cells. Biochemical and Biophysical Research Communications, 446, 113–118.24607280 10.1016/j.bbrc.2014.02.061

[acel14203-bib-0042] Ryu, H. Y. , Su, D. , Wilson‐Eisele, N. R. , Zhao, D. J. , Lopez‐Giraldez, F. , & Hochstrasser, M. (2019). The Ulp2 SUMO protease promotes transcription elongation through regulation of histone sumoylation. EMBO Journal, 38(16), e102003. 10.15252/embj.2019102003 31313851 PMC6694223

[acel14203-bib-0043] Ryu, H. Y. , Wilson, N. R. , Mehta, S. , Hwang, S. S. , & Hochstrasser, M. (2016). Loss of the SUMO protease Ulp2 triggers a specific multichromosome aneuploidy. Genes & Development, 30(16), 1881–1894. 10.1101/gad.282194.116 27585592 PMC5024685

[acel14203-bib-0044] Ryu, H. Y. , Zhao, D. , Li, J. , Su, D. , & Hochstrasser, M. (2020). Histone sumoylation promotes Set3 histone‐deacetylase complex‐mediated transcriptional regulation. Nucleic Acids Research, 48, 12151–12168. 10.1093/nar/gkaa1093 33231641 PMC7708062

[acel14203-bib-0045] Sinclair, D. A. , & Guarente, L. (1997). Extrachromosomal rDNA circles—A cause of aging in yeast. Cell, 91(7), 1033–1042.9428525 10.1016/s0092-8674(00)80493-6

[acel14203-bib-0046] Son, H. G. , & Lee, S. V. (2017). Longevity regulation by NMD‐mediated mRNA quality control. BMB Reports, 50(4), 160–161. 10.5483/bmbrep.2017.50.4.045 28288699 PMC5437958

[acel14203-bib-0047] Strambio‐De‐Castillia, C. , Niepel, M. , & Rout, M. P. (2010). The nuclear pore complex: Bridging nuclear transport and gene regulation. Nature Reviews Molecular Cell Biology, 11(7), 490–501. 10.1038/nrm2928 20571586

[acel14203-bib-0048] Strasser, K. , Masuda, S. , Mason, P. , Pfannstiel, J. , Oppizzi, M. , Rodriguez‐Navarro, S. , Rondón, A. G. , Aguilera, A. , Struhl, K. , Reed, R. , & Hurt, E. (2002). TREX is a conserved complex coupling transcription with messenger RNA export. Nature, 417(6886), 304–308. 10.1038/nature746 11979277

[acel14203-bib-0049] Terzi, N. , Churchman, L. S. , Vasiljeva, L. , Weissman, J. , & Buratowski, S. (2011). H3K4 trimethylation by Set1 promotes efficient termination by the Nrd1‐Nab3‐Sen1 pathway. Molecular and Cellular Biology, 31(17), 3569–3583. 10.1128/MCB.05590-11 21709022 PMC3165552

[acel14203-bib-0050] Vasiljeva, L. , Kim, M. , Mutschler, H. , Buratowski, S. , & Meinhart, A. (2008). The Nrd1‐Nab3‐Sen1 termination complex interacts with the Ser5‐phosphorylated RNA polymerase II C‐terminal domain. Nature Structural & Molecular Biology, 15(8), 795–804. 10.1038/nsmb.1468 PMC259737518660819

[acel14203-bib-0051] Vinciguerra, P. , & Stutz, F. (2004). MRNA export: An assembly line from genes to nuclear pores. Current Opinion in Cell Biology, 16(3), 285–292. 10.1016/j.ceb.2004.03.013 15145353

[acel14203-bib-0052] Webb, S. , Hector, R. D. , Kudla, G. , & Granneman, S. (2014). PAR‐CLIP data indicate that Nrd1‐Nab3‐dependent transcription termination regulates expression of hundreds of protein coding genes in yeast. Genome Biology, 15(1) R8, R8. 10.1186/gb-2014-15-1-r8 24393166 PMC4053934

[acel14203-bib-0053] Whang, J. , Ahn, C. , Kim, S. , Seok, E. , Yang, Y. , Han, G. , Jo, H. , & Yang, H. (2021). Effects of repeated ovarian stimulation on ovarian function and aging in mice. Development & Reproduction, 25(4), 213–223. 10.12717/DR.2021.25.4.213 35141447 PMC8807135

[acel14203-bib-0054] Zhang, D. W. , Rodriguez‐Molina, J. B. , Tietjen, J. R. , Nemec, C. M. , & Ansari, A. Z. (2012). Emerging views on the CTD code. Genetics Research International, 2012, 1–19. 10.1155/2012/347214 PMC333554322567385

# Supplementary material for: Tho2‐mediated escort of Nrd1 regulates the expression of aging‐related genes
**Source:** Aging Cell. 2024 May 20;23(8):e14203. doi: 10.1111/acel.14203
**Supplement:** Supplementary file 1 — Data S1.

**Supplementary Figure legends**

**FIGURE S1.** RLS analysis of exosome components. (a-c) RLS analysis of WT and indicated mutants, as described in **Figure 1**. pCM189 or pCM189-Rho were transformed to WT or *trf4Δ* (b) or *sen1-1* (c). Growth analysis of strains in (b) and (c) was performed on Rho-repressing (+Doxy) or Rho-inducing (−Doxy) plates, as described in **Figure 2a**.

**FIGURE S2.** RLS analysis of WT or *hpr1Δ* strains transformed with empty vector (pAG425GPD) or plasmid expressing Nrd1 1-151 truncate, as described in **Figure 1**.

**FIGURE S3.** RLS analysis of *nrd1* mutants. (a, b) RLS analysis of WT and the indicated mutants, as described in **Figure 1**.

**Table S1.** Strains used in this study.

**Table S2.** Plasmids used in this study.

| Name | Description | Source |
| --- | --- | --- |
| pCM189 | *CEN, Amp^R^, URA3* | A. Rachid Rahmouni (Honorine, Mosrin-Huaman, Hervouet-Coste, Libri, & Rahmouni, 2011) |
| pCM189-Rho | *CEN, Amp^R^, URA3, pTetO7::Rho-NLS* | A. Rachid Rahmouni (Honorine et al., 2011) |
| pAG425GPD | *2μ, Amp^R^, LEU2,* P*_GPD_* | A. Rachid Rahmouni (Honorine et al., 2011) |
| pAG425GPD-NRD1 | *2μ, Amp^R^, LEU2,* P*_GPD_, NRD1* | A. Rachid Rahmouni (Honorine et al., 2011) |
| pAG425GPD-NRD1(1-151) | *2μ, Amp^R^, LEU2,* P*_GPD_, NRD1(1-151)* | A. Rachid Rahmouni (Honorine et al., 2011) |
| pAG425GPD-NRD1(1-178) | *2μ, Amp^R^, LEU2,* P*_GPD_, NRD1(1-178)* | A. Rachid Rahmouni (Honorine et al., 2011) |
| pAG425GPD-NRD1(1-369) | *2μ, Amp^R^, LEU2,* P*_GPD_, NRD1(1-369)* | A. Rachid Rahmouni (Honorine et al., 2011) |
| pAG425GPD-NRD1(1-448) | *2μ, Amp^R^, LEU2,* P*_GPD_, NRD1(1-448)* | A. Rachid Rahmouni (Honorine et al., 2011) |
| pAG425GPD-NRD1(ΔRRM) | *2μ, Amp^R^, LEU2,* P*_GPD_, NRD1(Δ340-410)* | A. Rachid Rahmouni (Honorine et al., 2011) |

**Table S3.** Mean lifespans and *p*-values for RLS analysis.

***, *p* ≤ 0.0001; **, *p* ≤ 0.01; *, *p* ≤ 0.05; ns, not significant.

**Supplementary References**

Conrad, N. K., Wilson, S. M., Steinmetz, E. J., Patturajan, M., Brow, D. A., Swanson, M. S., & Corden, J. L. (2000). A yeast heterogeneous nuclear ribonucleoprotein complex associated with RNA polymerase II. *Genetics, 154*(2), 557-571.

Helmling, S., Zhelkovsky, A., & Moore, C. L. (2001). Fip1 regulates the activity of poly (A) polymerase through multiple interactions. *Molecular and cellular biology, 21*(6), 2026-2037.

Honorine, R., Mosrin-Huaman, C., Hervouet-Coste, N., Libri, D., & Rahmouni, A. R. (2011). Nuclear mRNA quality control in yeast is mediated by Nrd1 co-transcriptional recruitment, as revealed by the targeting of Rho-induced aberrant transcripts. *Nucleic acids research, 39*(7), 2809-2820.

Libri, D., Dower, K., Boulay, J., Thomsen, R., Rosbash, M., & Jensen, T. H. (2002). Interactions between mRNA export commitment, 3′-end quality control, and nuclear degradation. *Molecular and cellular biology, 22*(23), 8254-8266.

Minvielle-Sebastia, L., Winsor, B., Bonneaud, N., & Lacroute, F. (1991). Mutations in the yeast RNA14 and RNA15 genes result in an abnormal mRNA decay rate; sequence analysis reveals an RNA-binding domain in the RNA15 protein. *Molecular and cellular biology, 11*(6), 3075-3087.

Patel, D., & Butler, J. S. (1992). Conditional defect in mRNA 3'end processing caused by a mutation in the gene for poly (A) polymerase. *Molecular and cellular biology, 12*(7), 3297-3304.

Piruat, J. I., & Aguilera, A. (1998). A novel yeast gene, THO2, is involved in RNA pol II transcription and provides new evidence for transcriptional elongation-associated recombination. *The EMBO journal, 17*(16), 4859-4872.

Saguez, C., Schmid, M., Olesen, J. R., Ghazy, M. A. E.-H., Qu, X., Poulsen, M. B., . . . Jensen, T. H. (2008). Nuclear mRNA surveillance in THO/sub2 mutants is triggered by inefficient polyadenylation. *Molecular Cell, 31*(1), 91-103.

Steinmetz, E. J., & Brow, D. A. (1996). Repression of gene expression by an exogenous sequence element acting in concert with a heterogeneous nuclear ribonucleoprotein-like protein, Nrd1, and the putative helicase Sen1. *Molecular and cellular biology, 16*(12), 6993-7003.

Vasiljeva, L., & Buratowski, S. (2006). Nrd1 interacts with the nuclear exosome for 3′ processing of RNA polymerase II transcripts. *Molecular Cell, 21*(2), 239-248.

How the deposited data were processed for this re-analysis (not part of the article)

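Total RNA of WT yeast (BY4741) and *tho2Δ* yeast (FY254) in mid-log phase in YPD was sequenced, with 2 libraries per strain, numbered 3 and 4 in the sample labels. The authors deposited 1 table for the whole series with raw read counts, FPKM and TPM per gene and library. The counts and TPM were read for the 4 libraries, and the 4 per-sample columns of FPKM were not used. The submitters' processing notes name bcl2fastq 2.20.0, Trimmomatic, HISAT2 2.1.0, StringTie 1.3.4d and the genome build R64, without the role of each. The roles, the annotation and the strand setting are not given in the sources used here. The authors' counts are whole numbers that had not been normalized, and the authors' TPM values are scaled by gene length and sum to nearly the same total in each library. A gene at a raw count of 0 was kept as 0.

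The table held 6396 genes. Of these, 5995 were matched to the reference annotation of R64 by locus tag and 47 by symbol, and 354 were not matched, so they have a count but no coordinates, length or class here. In the table, 3 lines were empty and are not reported here. The matched genes gave 261 that overlap another annotated gene, by any number of bases on either strand. There were 293 with a near-identical copy (BLAST 2.17.0, at least 95% identity over at least 50% of the length). Length is coding length, since the gene models hold no UTRs.

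The counts were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM, edgeR's expression filter, 5890 genes kept, of which 5745 were protein-coding), with genotype alone in the design and Benjamini-Hochberg adjustment at 0.05. The common biological coefficient of variation was 0.158. Values per gene are CPM scaled by TMM, and log2 fold changes are *tho2Δ* over WT with a standard error (SE). For edgeR's quasi-likelihood test this SE was derived from the test: the absolute log2 fold change divided by the square root of the F statistic. Genes over 2-fold were counted at an unadjusted p of at most 0.05, the threshold of the legend of Figure 6c, and at an adjusted p under 0.05. With 33543267, 32401027, 31417222 and 36989697 counts in WT replicates 3 and 4 and *tho2Δ* replicates 3 and 4, 3 counts, the limit that a count of 0 allows, are worth 0.0892, 0.128, 0.0812 and 0.0692 CPM. Intervals and limits cover counting error only, since no molecular identifiers were used here.

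The lists, written by hand from textbook knowledge, were tested with camera in limma 3.58.1, with fry, which tests whether the genes of a list move on balance in 1 direction, and by counting members past the threshold. All 1278 entries were matched, 17 of them by locus tag or synonym. The gene ontology database behind the paper's enrichment was not used here. The genes named are those that the paper names (57 genes), the 10 highest and 10 lowest fold changes among called genes with a mean count of at least 50, up to 4 members per list with the smallest p, and the 3 annotated genes on each side of *THO2*, which makes 202 genes, and 1 gene that the paper names is not reported here.

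Alternatives were median-of-ratios size factors, library totals, TMM factors without the ribosomal lists, DESeq2 1.42.0, edgeR's exact test, limma on log2(TPM + 1) and log2(TPM + 0.1) over genes with a mean TPM of at least 1, no filter, a mean count of at least 50, the replicate number as a block, each library left out in turn, an offset for GC content and length from a loess fit (span 0.75), this offset with the block, and protein-coding genes alone. Where a library was left out, the lone library of its group was assumed to vary like the other group. Genes without overlaps and copies, and a log2 fold change over 2, were added after the data were seen.

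The scripts for the tests were first run on simulated counts for this comparison, with changes placed in known genes (5786 genes tested). Of 65 genes changed 4-fold, edgeR called 62, of 66 changed 2-fold it called 51, and of 62 changed 1.5-fold it called 7, with 10 false calls. Of 20 simulated lists that did not move, with 40 genes each, 0 were called, and the 1 list that moved was called. The simulated genes were drawn independently and with the same spread in both groups. So these runs do not show how the tests treat genes that move together or WT libraries that differ more than *tho2Δ* libraries. Within WT, gene counts differed between the libraries by more than sampling noise (median chi-square 42.9, against 0.455 for counting noise alone), and within *tho2Δ* by less but also more than that noise (2.47). This does not show whether they came from separate cultures, and each library was counted once, as the labels number them. Tables and plots were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Nrd1 ChIP-seq, Nrd1 binding sites and the aged-cell profiles were not analysed here.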

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

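The search for genes near 0 in 1 library and each test of an explanation in this part were chosen only after the results were seen. The paper's text on the RNA-seq does not name the following gene groups and genes. It does report lower RNA processing genes, which can include those of TRAMP and the exosome, and it treats Nrd1 and the exosome elsewhere. The groups and genes below differed between *tho2Δ* and WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

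Of 49 genes of amino acid biosynthesis, 31 were lower in *tho2Δ*, 2 were higher (*ARG2* and *LYS1*) and 16 did not pass (34 lower when adjusted over the list alone), with *LEU9*, an isopropylmalate synthase, at a log2 fold change of -1.41. Of 32 autophagy genes, 20 were higher and 12 did not pass (24 when adjusted over the list alone), with *ATG39*, a receptor of nuclear autophagy, at 2.47 and the kinase *ATG1* at 1.40. Of 24 genes of ergosterol synthesis, 15 were lower and 9 did not pass (18 when adjusted over the list alone). Of 11 histone genes, *HTA1*, *HHF2*, *HHT1* and *HTA2*, that is 4, were lower and 7 did not pass (6 when adjusted over the list alone), and their median of -0.44 turned to 0.01 with library totals. Of 23 mating and a-cell genes, 11 were higher, the transporter gene *STE6* was lower and 11 did not pass (12 higher when adjusted over the list alone), with *PRM2* and *FUS2*, genes of cell fusion, at 2.01 and 2.10. Of 25 genes of meiosis and sporulation, 7 were higher and 18 did not pass (5 when adjusted over the list alone), among them *NDT80*, *IME2*, *HOP1* and *IME4*. Of 28 genes of the Nrd1 complex, TRAMP, the exosome and related RNA decay factors, 15 were lower and 13 did not pass (16 when adjusted over the list alone), with *AIR1* at -1.44. The Nrd1 complex genes *NRD1*, *NAB3* and *SEN1*, at 0.15, -0.12 and 0.06, did not pass. The lower genes included *RAT1*, *RAI1* and *SKI8*, which lie outside these complexes. Of 34 genes of RNA polymerases I and III, 20 were lower and 14 did not pass (21 when adjusted over the list alone). *RPA190* was at -1.30 there, at -1.31 without *tho2Δ* replicate 3 and at -1.30 without *tho2Δ* replicate 4. In this order, the adjusted p from camera was 7.14e-07, 2.56e-06, 0.000744, 0.0448, 0.000353, 0.041, 0.000211 and 0.000106, and an adjusted p of 0.286, 0.225, 0.466, 0.289, 0.494, 0.286, 0.236 and 0.286 with an estimated correlation. These counts were 5, 7, 0, 0, 5, 1, 3 and 3 without *tho2Δ* replicate 3, and 5, 6, 0, 0, 8, 1, 3 and 3 without *tho2Δ* replicate 4, and the histones had 8 and 9 lower genes without WT replicate 3 and without WT replicate 4. With library totals, 6 amino acid biosynthesis, 1 ergosterol, 2 Nrd1, TRAMP and exosome and 3 RNA polymerase genes were lower.

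*IME4*, a regulator of meiosis (chromosome VII, 142246 to 144048, R64), had 0 counts in both WT libraries and 194 and 173 in *tho2Δ* replicates 3 and 4, or 4.62 CPM, which is at least 42.5-fold higher against a limit of 3 counts per library. *BUD5*, a gene of bud site choice, had 3 and 2 counts in WT and 126 and 171 in *tho2Δ*, or 3.68 CPM. In all, 16 genes had at most 3 counts in 1 library and at least 100 in another, of which 15 were that low in WT replicate 4. Of the 15 that were matched in the reference, 10, or 66.67% (Wilson 95% interval, 41.7% to 84.8%), overlap an annotated gene or have a near-identical copy, *IME4* with *RME2* and *BUD5* with *MATALPHA2* among them, against 275 of 5573 other genes with a mean count of at least 25, or 4.93%. Several of these genes are copies of one another, and with each family of near-identical copies counted once it was 6 of 11 families, or 54.55% (Wilson 95% interval, 28% to 78.7%), against 153 of 5449 (Fisher's exact test, p = 2.27e-07), so reads given to 1 gene in some libraries and to its partner in others may account for part of these switches. An overlap was counted however short it was. On chromosome III *BUD5* ends at 199549 and *MATALPHA2* starts at 199546, so these genes share only a few bases. For *BUD5* the partner *MATALPHA2* did not fall in *tho2Δ*, as a move of its reads alone would make it, with a log2 fold change of 0.22 (adjusted p = 0.497 from edgeR). For *IME4* the partner *RME2* had a log2 fold change of 0.55 (adjusted p = 0.0358 from edgeR). But *RME2* had 1795 and 2190 counts in *tho2Δ* replicates 3 and 4, so losing as few reads as *IME4* holds would lower it little. This check therefore cannot decide for *IME4*. For *IME4*, cells of the other mating type or diploid cells cannot be told apart from an effect of the genotype, which was not tested. *MATALPHA1* had at most 1 count in each library and the a-cell genes *STE2*, *STE6* and *BAR1* had a median log2 fold change of 0.1946, but *MATALPHA1* lies at the floor in every library, and the a-cell genes, with at least 10274 counts in each, would hide a small share of other cells. The alpha-cell genes moved apart: *SAG1* was higher, with a log2 fold change of 2.43 (adjusted p = 0.00445 from edgeR), *MF(ALPHA)1* and *MF(ALPHA)2*, at 0.76 and 1.62, did not pass, and *STE3* was lower, at -0.85 (adjusted p = 0.0366), a call lost without *tho2Δ* replicate 3 (adjusted p = 0.208), without *tho2Δ* replicate 4 (adjusted p = 0.305) and with library totals (adjusted p = 0.437).

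Reads at *LEU2*, which BY4741 lacks as an auxotrophic marker, numbered 0 and 2512 in WT replicates 3 and 4 and 511 and 4276 in *tho2Δ* replicates 3 and 4. A *LEU2* gene carried by the WT strain itself is argued against by the count of 0 in WT replicate 3 beside 2512 in WT replicate 4, though not for the *tho2Δ* strain, and cells without the marker deletions by the highest count of *URA3* and *MET17* together, which was 0. A *LEU2* plasmid that carries *NRD1* is argued against by the CPM of *NRD1*, whose ratio of replicate 4 to replicate 3 was at most 1.154, in *tho2Δ*. A plasmid with no *NRD1* insert or a truncated one was not tested and could be a source, as could RNA carried over from other samples, and no biological explanation was tested.

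The decrease of the ribosomal lists together with the increase of stress genes is also known from cells that grow slowly. Normalization as the whole cause is argued against, since the highest median log2 fold change of the ribosomal lists over 3 other scalings was -0.8584, with library totals, and WT replicate 4 as the whole cause is argued against by a median of -1.186 without it. Whether the *tho2Δ* cultures had used up their glucose cannot be told apart from the genotype with these data: 8 genes that glucose represses had a median log2 fold change of 1.11, and 3 of them, *PCK1*, *JEN1* and *ACS1*, were higher, but *ADH2* was lower. This check left out the hexose transporter genes, of which *HXT3* and *HXT1* were lower, at -3.67 and -2.77. *HXT5*, *HXT6* and *HXT7* were higher, at 3.57, 1.35 and 1.10, while *HXT2* and *HXT4*, at 0.03 and -0.57, did not pass. Without *tho2Δ* replicate 3 the calls of *PCK1* and *ACS1* were lost (adjusted p = 0.0913 and 0.0569), and without *tho2Δ* replicate 4 that of *PCK1* (adjusted p = 0.0735). A slower growth of *tho2Δ* cells, or an effect of the deletion on these genes, may account for the pattern, and neither was tested, since growth rates were not analysed here.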

How the results depend on the processing

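The genes without overlaps and copies and the log2 fold change over 2 were chosen after the data were seen; the other settings were planned. No gene was called in opposite directions in any of 18 settings. Scaling by median of ratios kept the 201 named genes on their side of the threshold, and library totals kept 153, made 40 weaker, 5 stronger and turned 3, none of them past the threshold then: *HHT1* to a log2 fold change of 0.00784, *HTA2* to 0.0484 and *DBP5* to 0.0115. With library totals, 1076 genes were over 2-fold higher and 161 lower, 303 genes and 55 named genes were lower, and glycolysis (adjusted p = 0.00337) and oxidative stress (0.0263) passed as lists. Limma on log2(TPM + 1) gave 852, 171, 348 and 55, with amino acid permeases at 0.0601 and glycolysis at 7.9e-05; log2(TPM + 0.1) gave 983, 192, 335 and 55, with 0.0587 and 8.68e-05. Glycolysis passed with DESeq2 (0.0232), and oxidative stress with the GC and length offset (0.0385). At a log2 fold change over 2, 114 genes were higher and 28 lower. The correlation of fold change with coding length, 0.02098, turned to -0.02025 outside the ribosomal lists. The cause was not tested, apart from the median shift that library totals and TPM bring.

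Over the libraries left out 1 at a time, genes higher ranged from 307 to 1790 and lower from 200 to 1847, named genes higher from 53 to 90 and lower from 47 to 97, and the adjusted p of glycolysis from 3.74e-07 to 0.13, of hexose transporters from 0.0149 to 0.24 and of oxidative stress from 0.0176 to 0.0609. For all genes the lowest counts came without *tho2Δ* replicate 4 and the highest without WT replicate 3. In each of these fits 1 library stands alone in its group, so the spread comes from the other group, and the WT libraries differed more from each other than the *tho2Δ* libraries did.

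The deviations of same-numbered libraries correlated at 0.00146 over all genes. With the replicate block, 1089 genes were higher and 1040 lower, 1973 of the calls shared, 11 named genes became weaker and 1 stronger, and glycolysis (0.0331) and oxidative stress (0.0453) passed as lists; with the block and the GC and length offset, oxidative stress was at 0.0372.

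With an estimated correlation, 0 lists were higher and 0 lower, against 10 and 12: the adjusted p was 0.225 for general stress, glycogen and trehalose, chaperones, oxidative phosphorylation, 60S and 90S and 40S biogenesis, 0.236 for gluconeogenesis, 0.286 for both ribosomal protein lists, amino acid permeases, translation factors and tRNA processing, 0.378 for the TCA cycle and 0.466 for synthetases. The estimated correlation rests on 2 libraries per strain and could hardly call any list, so no conclusion is drawn from these losses. Fry called 27 lists, hexose transporters (0.0399), nuclear transport (0.00985) and oxidative stress (0.0289) among them. On simulated counts of this comparison, edgeR recovered 7 of 62 genes changed 1.5-fold and 51 of 66 changed 2-fold, so smaller changes can be missed at this number of libraries. The simulation changed 193 of 5786 genes, fewer than were called in the data. Its adjusted threshold was thus stricter, and these shares do not carry over directly.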

Differences from the paper's values

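At an unadjusted p of at most 0.05 and a fold change over 2, 521 genes were higher in *tho2Δ*, whereas the paper reports 145 for Figure 6c, and 497 were lower, whereas the paper reports 182. For the higher genes, none of the alternatives chosen before the data were examined comes within 1.5 times the paper's number: the count was 515 with median of ratios, 1076 with library totals, 476 with TMM without the ribosomal lists, 513 with DESeq2, 550 with the exact test, 852 and 983 with limma on the TPM scales, 536 with no filter, 466 with a mean count of at least 50, 531 with the replicate block, 517 with the GC and length offset, 522 with both, 501 with protein-coding genes, 474 with the adjusted p, and 439 to 696 with a library left out. For the lower genes, library totals (161), limma on log2(TPM + 1) (171) and limma on log2(TPM + 0.1) (192) fall within 1.5 times the paper's number, and the other settings, at 443 to 640, do not. At a log2 fold change over 2, a setting chosen after the values were seen, 114 genes were higher, which falls within 1.5 times the paper's 145, and 28 were lower, which does not fall within 1.5 times its 182. That setting drops *SIS1* and *ARB1* and keeps *XBP1*. Labels in the picture of Figure 6e, read by eye, mark all of them as past the paper's thresholds, which its legend does not state. The Venn diagrams of Figure 8b give about 520 higher and about 510 lower genes, read by eye, with thresholds that are not stated, beside the 521 and 497 genes here.

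Figure 6a labels 23 genes as lower, and 20 of them were lower here. The other 3, *YPR137C-A*, *BSC1* and *YJR028W*, did not pass an adjusted p of 0.05. *YPR137C-A* had a log2 fold change of -6.22 (SE 2.04, adjusted p = 0.0615 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 40 and 2920 counts in WT replicates 3 and 4 and 37 and 30 in *tho2Δ*. It lies inside *YPR137C-B* and has 23 near-identical copies, and it passed with library totals (adjusted p = 0.0334), DESeq2 (0.0111), the exact test (0.00313), the replicate block (0.044) and without WT replicate 3 (4.89e-07). *BSC1* had a log2 fold change of -2.46 (adjusted p = 0.0792 from edgeR) and passed with DESeq2 (0.0301), the exact test (0.0244) and without WT replicate 4 (0.00976). *YJR028W*, which overlaps *YJR029W* and has 27 near-identical copies, had a log2 fold change of -2.43 (adjusted p = 0.106 from edgeR) and passed with DESeq2 (0.0223), the exact test (0.0289) and without WT replicate 3 (0.000305). From gene ontology enrichment (Figure 6b), the paper states that nuclear transport genes were reduced. The list of 53 genes here was written by hand and tested for a shift, so set and measure both differ from the paper's. In it, 16 genes were lower and 3 higher, while 19.13% of all genes tested were lower and 18.85% higher. The list did not pass with camera (adjusted p = 0.0717), but it passed with fry (adjusted p = 0.00985). Its median log2 fold change of -0.20 turned to 0.25 with library totals and to 0.19 and 0.20 on the TPM scales, with 1 gene lower in each of these, and 0 genes were lower without *tho2Δ* replicate 3 or without *tho2Δ* replicate 4.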

Other observations

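Genes of defence against oxidative stress moved in both directions in *tho2Δ*. Of 35, 15 were higher, among them *GRX2*, a glutaredoxin, with a log2 fold change of 1.44 and the catalase *CTT1* with 1.73, *YHB1* (a flavohemoglobin, -2.40), *CCS1*, *GRX4*, *GLR1* and *TRX1* were lower, and 15 did not pass (16 higher and 5 lower when adjusted over the list alone; camera, adjusted p = 0.0704, and 0.307 with an estimated correlation). Without *tho2Δ* replicate 3 or without *tho2Δ* replicate 4, 6 were higher and 1 was lower, and without WT replicate 3, 8 were lower. Of 32 genes of cell wall integrity, 6 were higher, with *PIR3*, a cell wall glycoprotein, at 3.36, 4 were lower and 22 did not pass, with a median of 0.01 (camera, adjusted p = 0.433). These counts were 12 higher and 6 lower without WT replicate 3, 11 and 10 without WT replicate 4, 2 and 0 without *tho2Δ* replicate 3, and 3 and 0 without *tho2Δ* replicate 4. Of 23 hypoxic and cold-induced genes, 9 were lower and 4 higher, with *AAC3*, the anaerobic ATP/ADP carrier, at -2.05 and *HEM13*, of heme synthesis, at -1.82, and *CYC7*, the second isoform of cytochrome c, at 2.39; the median of -0.34 (camera, adjusted p = 0.0846) turned to 0.12 with library totals, and 5 were lower and 1 higher without *tho2Δ* replicate 3 or without *tho2Δ* replicate 4.

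Of 17 genes of the phosphate regulon, 4 were lower and 2 higher, with *PHO84* the most extreme and *PHM8* at 2.71, and the median of -0.20 turned to 0.27 with library totals (camera, adjusted p = 0.266). Without *tho2Δ* replicate 3 or without *tho2Δ* replicate 4, 1 was lower and 1 higher, without WT replicate 3 or without WT replicate 4, 7 were lower, and with library totals 1 was lower. PHO5, the secreted acid phosphatase induced by the same pathway as *PHO84*, had a log2 fold change of -0.20 (adjusted p = 0.361 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and PHO89, another phosphate transporter, 0.39 (adjusted p = 0.527 from the same edgeR test). The neighbors of *PHO84* on chromosome XIII, TUB3 and GTR1, had -0.70 (adjusted p = 0.0633) and -0.47 (adjusted p = 0.036). The paper's introduction names *PHO84* as a gene repressed by its antisense RNA in chronologically aged cells. PHO5, PHO89, TUB3 and GTR1 were chosen after the values of *PHO84* were seen.

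Iron regulon genes (9 of 23 higher, 3 lower), sulfur and methionine genes (9 of 24 higher, 4 lower, with *STR3*, a cystathionine lyase, at 2.96), proteasome genes (8 of 33 higher), DNA damage genes (6 of 23 higher, 3 lower), genes of cleavage and polyadenylation (4 of 20 higher) and mitochondrial ribosomal protein genes (3 of 73 higher: *RSM23*, *RSM10* and *MRP7*) were not called as lists, with an adjusted p from camera of 0.0878, 0.0878, 0.0704, 0.266, 0.405 and 0.337. Of 21 genes of THO, TREX and mRNA export, *NAB2* was higher and *SUB2*, *DBP5* and *THP2* were lower, calls that were lost without *tho2Δ* replicate 3 (adjusted p = 0.122, 0.435, 0.228 and 0.185) and without *tho2Δ* replicate 4 (adjusted p = 0.161, 0.441, 0.245 and 0.155); with library totals and on the TPM scales those of *SUB2*, *DBP5* and *THP2* were lost too, and with the replicate block that of *SUB2* (adjusted p = 0.139), so that the 4 genes passed in 16, 11, 13 and 13 of 18 settings. The list had a median of -0.01, which turned to 0.44 with library totals (camera, adjusted p = 0.774). Of 7 genes whose transcription Nrd1 is known to attenuate, *IMD2*, *URA2* and *ADE12* were lower, *IMD2* by a log2 fold change of -2.01 (median -0.29, which turned to 0.15 with library totals; camera, adjusted p = 0.266). The calls of *URA2* and *ADE12* were lost without *tho2Δ* replicate 3 (adjusted p = 0.47 and 0.376), without *tho2Δ* replicate 4 (adjusted p = 0.394 and 0.405), with library totals (adjusted p = 0.426 and 0.941), on the TPM scales and with the replicate block (adjusted p = 0.123 and 0.113), and 2 genes of this list were higher with library totals, on the TPM scales and without WT replicate 4. Of 4 alpha-cell genes, *SAG1* was higher and *STE3* lower, the latter not without *tho2Δ* replicate 3 (adjusted p = 0.208) or without *tho2Δ* replicate 4 (adjusted p = 0.305; camera, adjusted p = 0.307). The counts of calls were smaller without *tho2Δ* replicate 3 and without *tho2Δ* replicate 4, at 0 and 1 iron, 3 and 5 sulfur, 0 and 0 proteasome, 1 and 1 DNA damage, 0 and 0 polyadenylation and 0 and 0 mitochondrial ribosomal protein genes higher, and they were larger without WT replicate 3 and without WT replicate 4 in some lists, at 18 and 22 proteasome, 11 and 11 DNA damage and 27 and 8 mitochondrial ribosomal protein genes higher, with 10 of the last lower without WT replicate 3.

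Of the genes whose Nrd1 binding by ChIP the paper shows in Figure 5, *CDC19*, *RPL8A* and *RPS14B* were lower in *tho2Δ*, *DIP5* was higher, and *PMA1*, *ADH1*, *TDH3*, *LEU1* and *MOB2* did not pass. *PMA1*, the plasma membrane proton pump, had 15445 ± 3384 CPM (SD, n = 2) in WT and 6958 ± 71.0 CPM (SD, n = 2) in *tho2Δ*, a log2 fold change of -1.15 (adjusted p = 0.0953 from edgeR), and *ADH1* and *TDH3* had -1.20 (adjusted p = 0.14) and -1.22 (adjusted p = 0.231). *CDC19*, the pyruvate kinase that the paper calls PYK1, had -1.64 (adjusted p = 0.0458 from edgeR), a call lost without *tho2Δ* replicate 3 (adjusted p = 0.425), without *tho2Δ* replicate 4 (adjusted p = 0.336), with the replicate block (adjusted p = 0.071) and with the block and the GC and length offset (adjusted p = 0.103). *RPL8A*, *RPS14B* and *DIP5* had -2.27 (adjusted p = 0.00890 from edgeR), -0.63 (adjusted p = 0.0215) and 0.37 (adjusted p = 0.0415), and these calls were lost without *tho2Δ* replicate 3 (adjusted p = 0.0607, 0.17 and 0.376) and without *tho2Δ* replicate 4 (adjusted p = 0.0676, 0.156 and 0.278), that of *RPS14B* also with library totals (adjusted p = 0.592) and on the TPM scales (adjusted p = 0.33 and 0.329 from limma). *DIP5* passed in 10 of 18 settings, and its call was also lost with TMM without the ribosomal lists (adjusted p = 0.0608), DESeq2 (0.0618), the exact test (0.0628), limma on log2(TPM + 0.1) (0.0541), the replicate block (0.0947) and the block with the GC and length offset (0.0955). *MOB2*, at 0.69, passed without WT replicate 3 (adjusted p = 0.0056). *PMA1*, *ADH1* and *TDH3* passed as lower in several other settings: with library totals, at -0.67, -0.71 and -0.70 (adjusted p = 0.0132, 0.0108 and 0.0239 from edgeR), with DESeq2 (adjusted p = 2.99e-07, 3.92e-06 and 0.000225), with the exact test (adjusted p = 9.5e-05, 0.000299 and 0.0037), without WT replicate 3 (adjusted p = 2.03e-06, 2.34e-06 and 1.28e-06) and without WT replicate 4 (adjusted p = 4e-05, 7.07e-05 and 0.000117). *PMA1* and *ADH1* also passed on the TPM scales (adjusted p of at most 0.032 from limma).

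THO mutants are known for defects on long and GC-rich genes, and this was checked. Across genes, which are not independent replicates, log2 fold change had a Spearman correlation of 0.021 with coding length and of -0.0919 with GC content. The difference between the WT libraries had one of 0.0057 with coding length and of 0.212 with GC content. For the difference between the *tho2Δ* libraries these were 0.185 and 0.139. The 200 longest genes (at least 4287 nt) had a median log2 fold change of -0.17, with 17 higher and 42 lower (camera, adjusted p = 0.146), and the 200 most GC-rich had a median of -0.08, with 36 higher and 37 lower, although camera's direction was up (adjusted p = 0.606). Chromosome medians lay between -0.08 (chromosome V) and 0.14 (chromosome VI), with no chromosome near the shift of 1 that a second copy would give.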
